# CD206+ macrophages facilitate wound healing through interactions with *Gpnmb*^hi^ fibroblasts

**DOI:** 10.1038/s44319-025-00496-4

**Published:** 2025-06-10

**Authors:** Azusa Honda, Hiroyuki Koike, Teruyuki Dohi, Eri Toyohara, Sumio Hayakawa, Kazuyuki Tobe, Ichiro Manabe, Rei Ogawa, Yumiko Oishi

**Keywords:** Macrophages, Wound Healing, PDGFA, Hypertrophic Scar, Immunology, Signal Transduction, Stem Cells & Regenerative Medicine

## Abstract

Wound healing is a multifaceted and dynamic sequence of tissue repair and regeneration processes involving interrelated stages: inflammation, regeneration, and remodeling. Throughout these processes, macrophages change their phenotypes and interact with cells and extracellular components to facilitate healing. In particular, macrophages expressing the surface marker CD206 associate with inflammation resolution and tissue repair. However, how CD206^+^ macrophages contribute to these processes is insufficiently understood. Here, using a mouse model of CD206^+^ macrophage depletion and single-cell transcriptomics, we report that selective depletion of CD206^+^ macrophages results in modest but significant delays in wound healing, prolongs inflammation, and significantly reduces the number of *Gpnmb*^hi^ fibroblasts in injured skin. Single-cell data suggest that CD206^+^ macrophages communicate with *Gpnmb*^hi^ fibroblasts via multiple pathways. Notably, topical administration of PDGF-AA to wounds of CD206^+^ macrophage-depleted mice restores healing processes, identifying PDGF-A signaling from CD206^+^ macrophages to PDGFRA on fibroblasts as an important mechanism promoting wound healing. Collectively, these data demonstrate that CD206^+^ macrophages communicate with *Gpnmb*^hi^ fibroblasts to activate their proliferation and extracellular matrix deposition in wound healing.

## Synopsis

CD206+ macrophages promote skin wound healing by interacting with Gpnmb^hi^ fibroblasts partly via the PDGFA-PDGFRA axis. Depletion of CD206+ macrophages alters fibroblast subpopulations, highlighting the pivotal communication between specific macrophage and fibroblast subsets.

- CD206^+^ macrophages promote wound healing by interacting with fibroblast subsets and enhancing their proliferation.
- Depletion of CD206^+^ macrophages delays wound healing, prolongs inflammation, and reduces Gpnmb^hi^ fibroblasts.
- Topical application of PDGF-AA restores impaired wound healing in CD206^+^ macrophage-depleted mice.
- CD206^+^ macrophages and EN1^+^ fibroblasts in keloids suggest similar interactions may influence human wound repair.

## Abstract (web summary)

CD206+ macrophages promote skin wound healing by interacting with Gpnmb^hi^ fibroblasts partly via the PDGFA-PDGFRA axis. Depletion of CD206+ macrophages alters fibroblast subpopulations, highlighting the pivotal communication between specific macrophage and fibroblast subsets.

## Introduction

Wound healing is a complex and dynamic tissue repair and regeneration process consisting of three overlapping phases: inflammation, proliferation, and remodeling (Baum and Arpey, 2005; Singer and Clark, 1999). During these processes, multiple cell types interact in time- and space-specific manners to repair and regenerate damaged skin. Neutrophils are the first cells to infiltrate the injury site and initiate the inflammatory phase by producing high amounts of reactive oxygen species, proteases, and pro-inflammatory cytokines (Wang, 2018). Next, there is an accumulation of large numbers of inflammatory monocytes and macrophages (Krzyszczyk et al, 2018). Macrophages clean the wound area by phagocytosing any bacteria and tissue debris so that the site is ready for the proliferative phase of tissue regeneration. In the proliferative phase, cells residing in the damaged tissue, including fibroblasts and endothelial cells, proliferate vigorously and generate provisional granulation tissue, which is characterized by vascularized extracellular matrix (ECM) containing macrophages. Epithelial cells then migrate into the granulation tissue to close the wound by epithelialization (Gurtner et al, 2008).

Macrophages not only clean the wound early for repair, but are also critically involved in all subsequent phases of proliferation and regeneration (Mirza et al, 2009; Shook et al, 2016). They accumulate at the site of injury and shift from pro-inflammatory to pro-resolution phenotypes during the wound healing process. During the early stages of wound healing, inflammatory monocytes were recruited in a CCR2-dependent manner and differentiated into Ly6C^hi^ macrophages to clean the wound. Next, Ly6C^lo^F4/80^hi^ macrophages become predominant, with the majority of these macrophages expressing the surface marker CD206, which is encoded by *Mrc1*. Some of these macrophages proliferate within the skin (Davies et al, 2013). While macrophage depletion at only the very early stage (days 0–1) reduced fibroblast numbers on day 7 post-injury without significantly affecting other healing processes (Shook et al, 2016), depletion of macrophages that spans day 2 and beyond has been shown to impair re-epithelialization, vascularization, and fibroblast proliferation (Mirza et al, 2009; Shook et al, 2016, Rodero et al, 2010). Likewise, macrophage depletion during only the mid-stage (days 3–7) severely impaired wound healing (Lucas et al, 2010). Because the transition from Ly6C^hi^ to Ly6C^lo^ macrophages occurs on days 2–3 (Mirza et al, 2009; Shook et al, 2016), these findings indicate that Ly6C^lo^ macrophages during the mid-stage play a crucial role in skin regeneration after injury. It is also very likely that Ly6C^hi^ macrophages are crucial for preparing wounded tissues for repair and regeneration, as shown in injury responses in other tissues (Graubardt et al, 2017).

A previous study showed that the predominant macrophage population during the mid-stage of skin wound healing (3–5 days post-injury) expresses CD206 and can be further divided into CD301b-positive and CD301b-negative subpopulations. Among these, both the number of CD206^+^CD301b^+^ macrophages within the wound and their relative proportion within the CD206^+^ population increase during the mid-stage period (Shook et al, 2016). Notably, depletion of CD301b^+^ macrophages 3 days after injury impaired accumulation of fibroblasts, re-epithelialization and vascularization in a skin punch injury model (Shook et al, 2016), indicating that CD206^+^CD301b^+^ macrophages play an important role in skin regeneration. However, the precise function of CD206^+^ macrophages in skin wound healing has not been assessed in vivo, and the cellular communication that occurs between CD206^+^ macrophages and other cell types present in wounds is not well understood.

Fibroblasts are essential for skin wound healing. After skin damage, fibroblasts are activated and proliferate within the wound. These activated fibroblasts pivotally contribute to wound healing, partly by depositing ECM and also by differentiating into myofibroblasts that contract the wound (Martin, 1997). Recent single-cell-based and lineage-tracing analyses have shown that fibroblasts are a much more heterogeneous cell population than previously thought (Abbasi et al, 2020; Guerrero-Juarez et al, 2019; Phan et al, 2021). Certain fibroblast populations localize to specific regions within mouse skin and have distinct abilities to synthesize ECM to perform different functions during wound healing (Buechler et al, 2021b). For example, fibroblasts derived from the lower dermis have a higher capacity to synthesize collagen and elastin than fibroblasts derived from the upper dermis (Driskell et al, 2013). Furthermore, progeny of lower dermal fibroblasts contribute early, while progeny of upper fibroblasts migrate into the wound later and may contribute to hair follicle regeneration (Phan et al, 2021). In addition, expression of the engrailed-1 gene (*En1*) has been shown to mark wound fibroblasts producing ECM (Mascharak et al, 2021). Indeed, fibroblasts in normal dorsal mouse skin do not express *En1*; however, after skin injury, *En1*-expressing fibroblasts are the predominant fibroblasts present in wounds. Depletion of such fibroblasts reduces ECM deposition and delays wound closure (Rinkevich et al, 2015). With the functional and phenotypic heterogeneity among fibroblasts, it is expected that fibroblast subpopulations differentially interact with the different macrophage subpopulations in wounds to contribute to various processes that occur during skin wound repair. Given that macrophages and fibroblasts influence the development of fibrosis and scarring, crosstalk between macrophages and fibroblasts may become a therapeutic target to prevent excessive scarring. In this study, we have determined the fibroblast subsets that interact with CD206^+^ macrophages and how these macrophages instruct the fibroblast subsets to repair the wound.

## Results

### Depletion of CD206^+^ macrophages delays wound healing

Previous studies have shown that the depletion of myeloid cells impairs skin wound healing and can affect collagen production and scaring of the wounds (Joost et al, 2018; Lucas et al, 2010; Wang et al, 2019). However, the specific function of CD206^+^ macrophages in this process is insufficiently understood. Therefore, we decided to investigate the role of CD206^+^ macrophages in skin wound healing using *Mrc1*-*DTR* transgenic mice (Nawaz et al, 2022) in which expression of the diphtheria toxin receptor gene is driven by the *Mrc1* (CD206) promoter. Peritoneal administration of diphtheria toxin to these mice specifically depletes CD206^+^ macrophages throughout the body. To evaluate the effects of diphtheria toxin-mediated depletion of CD206^+^ macrophages on skin wound healing, we used the standard splinted wound model (Dunn et al, 2013). For this model, full-thickness, excisional wounds (5 mm in diameter) were made on the backs of mice, and ring-shaped silicone splints were applied to the skin to prevent wound contraction caused by the panniculus carnosus and to more closely mimic human wound healing. Because *Mrc1-DTR* is established in the C57/BL6 background, we used wild-type mice with the same genetic background as controls (Nawaz et al, 2017; Nawaz et al, 2022). Diphtheria toxin was administered to wild-type and *Mrc1-DTR* mice on days 0 and 1 after wounding and every other day until 2 days before analysis (Fig. 1A). Diphtheria toxin administration did not affect the gross appearance of the mice.

**Figure 1:**
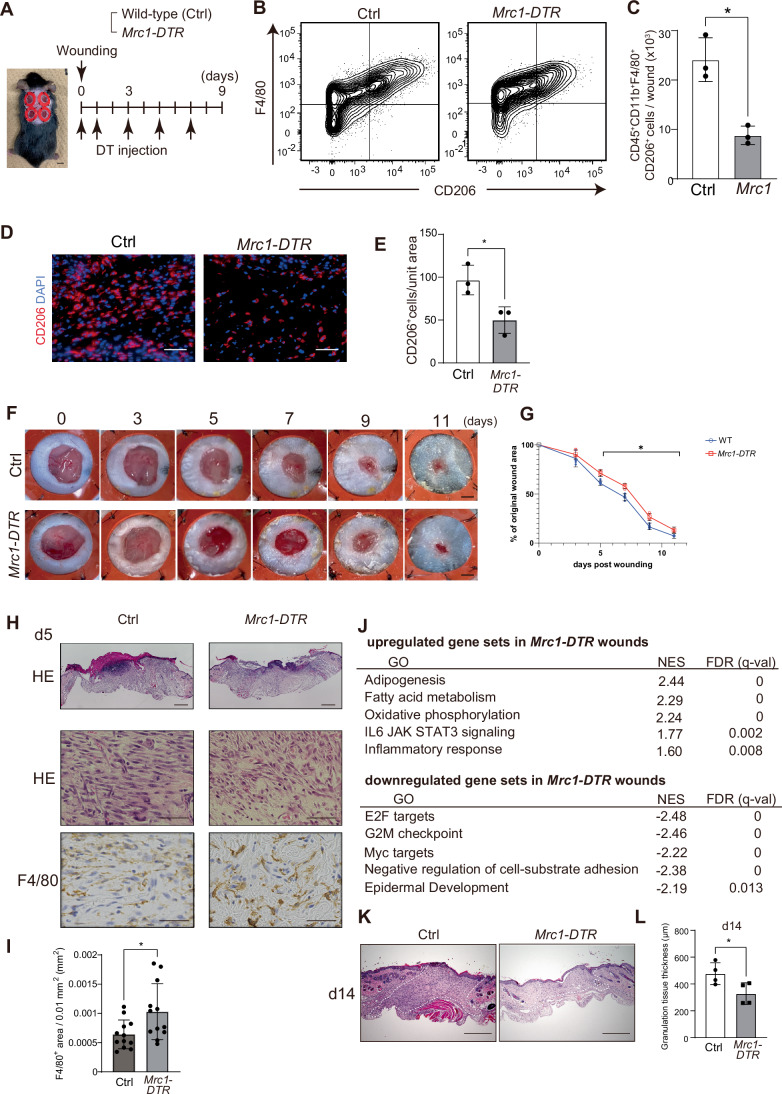
Depletion of CD206^+^ macrophages impairs wound healing. (**A**) Schematic diagram of the diphtheria toxin (DT) injection and wounding model used to analyze mouse skin repair. An image of the gross appearance of the mice (scale bars, 5 mm) is shown on the left. (**B**, **C**) Cells were collected from the wound beds of *Mrc1-DTR* and control mice on day 5 after injury and subjected to flow cytometry analysis. Representative plots of CD45^+^CD11b^+^ myeloid cells are shown (**B**). The number of CD45^+^CD11b^+^F4/80^+^CD206^+^ macrophages per wound was counted by flow cytometry and compared between groups (**C**). Data are shown as means ± SD. *P = 0.0289 by unpaired two-tailed Student’s *t* test (*n* = 5 mice/group, biological replicates). Wound regions were defined as areas with full-thickness skin loss in the 5 mm diameter circular excision. (**D**, **E**) Representative images of wounds from *Mrc1-DTR* and control mice immunostained for CD206. Scale bars, 100 μm (**D**). The numbers of CD206^+^ cells/0.1 mm^2^ wound area were compared between groups (**E**). Data are shown as means ± SD. *P = 0.0250 by unpaired two-tailed Student’s *t* test, (*n* = 5 mice/group, biological replicates). (**F**) Representative images of wounds obtained from *Mrc1-DTR* and control mice. Scale bars, 1 mm. (**G**) Wound healing curve showing the percentage of wound closure over the time period. Data are shown as means ± SD. *P = 0.0072 (day 5), *P* = 0.0121 (day 7), *P* = 0.0307 (day 9), *P* = 0.0020 (day 11) by two-way ANOVA followed by Tukey’s post hoc test (*n* = 4 mice/group, biological replicates). (**H**) Representative histologic images of wound tissues that were harvested 5 days after wounding, then stained with hematoxylin and eosin (HE) and immunostained for F4/80. Scale bars, 500 μm for the low-magnitude images, and 100 μm for the high-magnitude images. The white dotted line indicates the original wound edge. (**I**) F4/80 positive area/0.01-mm^2^ wound area were compared between mouse groups. Data are shown as means ± SD. *P = 0.0202 by unpaired two-tailed *t* test after applying logit transformation (*n* = 12 areas/group, biological replicates). (**J**) Top 5 Molecular Signatures Database (MSigDB) hallmark gene sets that were enriched in *Mrc1-DTR* wounds compared to the control wounds in GSEA are shown. NES, normalized enrichment score. (**K**) Representative histological images of granulation tissue harvested and stained with HE 14 days after wounding. The white dotted line indicates the healed wound area, corresponding to the original wound boundary. Scale bars, 500 μm. (**L**) The thickness of granulation tissue was measured on day 14 after wounding. Data are shown as means ± SD. *P = 0.0403 by unpaired two-tailed Student’s *t* test (*n* = 5 mice/group, biological replicates). Source data are available online for this figure.

To assess the effects of diphtheria toxin-mediated CD206^+^ macrophage depletion on wound healing, we analyzed the cells in wounded tissues 5 days after wounding. As reported previously (Shook et al, 2016), large numbers of CD45^+^CD11b^+^F4/80^+^ macrophages were present in the wound. Among these, the CD206^+^ cells constituted the major population (~85%; Fig. 1B gating strategy is shown in Fig. EV1A–C). The amount of CD206^+^ macrophages was increased after wounding and was most abundant at 5 days post wounding (Fig. EV1D). However, in the *Mrc1-DTR* mice, diphtheria toxin administration reduced F4/80^+^CD206^+^ cells present in the wound to ~40% of the level in control wound (Fig. 1C). The number of CD206^+^ macrophages in wounds 5 days post-injury was also evaluated by immunostaining and confirmed that their numbers were reduced in the dermis of the *Mrc1-DTR* mice (Fig. 1D,E).

**Figure EV1:**
Flow cytometric analysis of wound tissue. Wound tissues were harvested from C57BL/6 mice at the indicated times after injury and analyzed by flow cytometry. (**A**) Gating strategy. Live cells were sub-gated based on CD45 and CD11b expression, and CD45^+^CD11b^+^ myeloid cells were sub-gated based on the expression of Ly6G. Ly6G^−^ cells were further sub-gated based on CD206 and F4/80 expression to reveal the CD206^+^F4/80^+^ population. CD45^−^CD11b^−^ cells were sub-gated based on CD31 and Epcam expression. CD31^−^Epcam^−^CD26^+^ cells were defined as fibroblasts. The diagram for the control mice in Fig. 1B is presented again as a CD206 and F4/80 gating plot to show the correspondence. (**B**) Isotype control of the wound macrophages. The isotype control for wound macrophages was used to assess CD206 and F4/80 expression. The cells were stained with the respective antibodies, and instrument settings and compensation were adjusted using the corresponding isotype control. The analysis was performed using FlowJo software (*n* = 3 wounds, biological replicates). The diagram for the control mice in Fig. 1B is presented again to show the correspondence. (**C**) Fluorescent minus one (FMO) control for the CD206 and F4/80 staining to identify and gate cells in flow cytometry experiments (*n* = 3 wounds, biological replicates). (**D**–**F**) Temporal changes in the numbers of fibroblasts and macrophages in wounds. The number of CD206^+^ macrophages per wound over time is shown (**D**). Data are shown as means ± SD. *p = 0.0008 (day 3), 0.0002 (day 5), 0.0685 (day 7), 0.9886 (day 14) by one-way ANOVA followed by Dunnett’s multiple comparisons test (*n* = 3 mice/group, biological replicates). The number of CD26^+^ fibroblasts at 5 days post injury (**E**) and the proportion of CD45^+^ cells relative to the total number of live cells (**F**) in our mouse skin injury model are shown. Data are shown as means ± SD. *P = 0.0285 (**E**), 0.0493 (**F**) by unpaired two-tailed Student’s *t* test (*n* = 3 mice/group, biological replicates).

We assessed wound healing by determining the ratio of the wound area to the area of the splint. At day 3 post-injury, there was no difference in wound area between diphtheria toxin-treated WT and *Mrc1-DTR* mice. However, 5 days after injury, the wound areas of *Mrc1-DTR* mice were significantly larger than those of the control mice (71% vs. 61% of the splint area, *P* = 0.0072; Fig. 1F,G). This delayed wound closure persisted until 11 days after injury. These results indicated that the depletion of CD206^+^ macrophages impaired wound healing, and that the delay in healing became apparent 5 days after injury (Fig. 1F,G). On the 5th day, the re-epithelialization process has been delayed and mildly increased F4/80^+^ macrophages were observed in the wounds of the *Mrc1-DTR* mice (Fig. 1H,I).

To further investigate the effect of depletion of CD206^+^ macrophages from the wound, we performed bulk RNA sequencing (RNA-seq) of the wound on day 5. Gene set enrichment analysis (GSEA) (Fang et al, 2023; Subramanian et al, 2005) of the Molecular Signatures Database (MSigDB) Hallmark gene sets (Castanza et al, 2023) showed significant upregulation of the gene sets related to inflammation, such as IL6 JAK STAT3 signaling and inflammatory response, and downregulation of the gene sets related to cell proliferation and epidermal development in *Mrc1*-*DTR* wounds compared to the control (Fig. 1J), supporting the prolonged inflammation and delayed re-epithelialization process. Furthermore, 14 days after injury, the granulation tissue was significantly thinner in *Mrc1-DTR* mice than in WT mice, even after complete wound closure (Fig. 1K,L). Collectively, these results suggest that CD206^+^ macrophages are required for skin regeneration with thick granulation tissue formation.

### Single-cell analysis reveals diverse cell populations in wound tissue

Our findings that re-epithelialization process and wound closure were significantly attenuated by CD206^+^ macrophage depletion led us to analyze the intercellular communication occurring at the wound site. 

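For single-cell RNA sequencing, wound tissue was taken with a 10 mm punch 5 days after wounding, and live cells of 3 mice per group were pooled, sorted and captured in droplets (10x Genomics). In this method each RNA molecule receives the barcode of its cell and a unique molecular identifier (UMI), so that UMIs count RNA molecules. *Mrc1-DTR* mice carry the diphtheria toxin receptor under the promoter of *Mrc1*, the gene of CD206, so that diphtheria toxin kills cells that express it. The authors deposited UMI counts per gene and cell, made with Cell Ranger against the mm10 genome and not normalized, for 1 control library and 1 *Mrc1-DTR* library. The control library held 12058 cells with 105511870 UMIs and a median of 7649 UMIs per cell, and the *Mrc1-DTR* library held 11031 cells with 81858751 UMIs and a median of 6502. The paper describes the control mice as wild-type mice given diphtheria toxin, whereas the sample labels describe *Mrc1-DTR* mice given PBS, and the library is called the control library here. UMIs were summed over the cells of a class in each library, scaled to the same total of all genes in each class (CPM) and compared as the log2 ratio of *Mrc1-DTR* to control after adding 1 CPM. The methods state 2 technical and no biological replicates, and whether each library joins the technical replicates could not be told from the counts. With 1 library per condition, no test between the conditions was possible. The intervals given are 95% intervals, exact Poisson for UMI counts, exact conditional binomial for log2 ratios and Clopper-Pearson for shares, and they cover counting error only. The targeted gene *Mrc1* (ENSMUSG00000026712), on chromosome 2 of GRCm38 from 14229392 to 14332057, had 4114 UMIs in macrophage-like cells of the control library, which is 491 CPM (476 to 506). In macrophage-like cells of the *Mrc1-DTR* library it had 13135 UMIs, which is 428 CPM (421 to 435), and the log2 ratio was -0.20 (-0.25 to -0.15). With every cell thinned to 2000 UMIs, *Mrc1* was detected in 53.5% (51.0% to 56.1%) of 1489 control and in 43.4% (42.0% to 44.9%) of 4304 *Mrc1-DTR* macrophage-like cells, with 222 and 138 shallower cells left out. Without thinning these shares were 71.8% and 65.2%. Because the *Mrc1-DTR* library holds more macrophage-like cells, those with a UMI of *Mrc1* made up a larger share of all its kept cells, 43.8% (2895 of 6613) against 15.5% (1228 of 7944) in the control, or 30.2% against 10.7% when thinned. This comparison was added after the values had been seen. With an upper limit of 2000 genes per cell the 2 shares were 45.2% against 39.6%. The paper measured depletion otherwise, by macrophages with CD206 protein per wound in flow cytometry and CD206 cells per area in staining. It found fewer of both in *Mrc1-DTR* wounds. The shares here are of RNA in captured cells, move with the shares of the other classes and do not give numbers per wound. The paper gives 12058 cells for *Mrc1-DTR* and 11031 for control wounds, the reverse of the libraries as labelled. Its immune shares, 30% in control and 78% in *Mrc1-DTR* wounds, lie near those of the libraries as labelled, 33.6% and 83.8%. Labels exchanged after the paper's analysis would reverse these shares, which argues against such an exchange. The paper's shares come from the same libraries, so an exchange made before its analysis cannot be seen this way. The share of *Ccl7*-like macrophages, given below, went the other way. The labels were followed, and why the cell numbers are reversed was not tested. In epithelial-like cells, which should lack the gene, the thinned shares were 0.344% (0.139% to 0.708%) and 2.18% (0.713% to 5.02%). The median was 4716 and 6731 UMIs per macrophage-like cell and 12595 and 16070 per epithelial-like cell. Among the alternatives, an upper limit of 2000 genes per cell moved the log2 ratio of *Mrc1* most, to -0.29.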

We collected whole live cells from wound tissues 5 days after wounding and analyzed them by single-cell RNA sequencing (scRNA-seq) (Fig. 2A). After quality control measures were taken, we had 12,058 cells from *Mrc1-DTR* mouse wounds and 11,031 cells from control mouse wounds. 

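The methods state a filter of 500 to 2000 genes and at most 6% mitochondrial UMIs per cell. In the deposited counts, 55.9% of control and 52.2% of *Mrc1-DTR* cells had over 2000 genes, and 29.9% and 34.2% had over 6% mitochondrial UMIs. The stated filter left 2522 control and 2642 *Mrc1-DTR* cells, together 5164 cells, or 22.4% of the total of the paper's cell numbers. Because under 80% remained, only the upper limit on genes was dropped, which left 8326 control and 7188 *Mrc1-DTR* cells, together 15514 cells or 67.2% of that total, also under 80%. Scrublet, which scores each cell against simulated doublets, called 382 control cells (4.59%) doublets and none in the *Mrc1-DTR* library, where the 575 cells with the highest scores (8.00%) were removed instead. The kept cells were 7944 control cells with 81235634 UMIs (median 9579.5 per cell) and 6613 *Mrc1-DTR* cells with 54872675 UMIs (median 7286). With the upper limit of 2000 genes, 2480 cells would have been kept in each library.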

We then combined the two datasets and identified 12 clusters by unsupervised clustering (Fig. 2B). Cell-type identities were attributed to the clusters using differentially expressed genes and marker gene expression (Dataset EV1). Representative differentially expressed genes and their expression levels in each cluster are shown in the heatmap and the uniform manifold approximation and projection (UMAP) plots in Fig. 2C,D. Cluster C0 was enriched for macrophage markers, such as *Lyz2*, *Cd68*, and *Fcgr1*, and Cluster C1 was enriched for epithelial markers, including *Lgals7*, *Krt14*, and *Krt17*. Clusters C2 and C3 were classified as fibroblasts because they abundantly expressed ECM genes, including collagen genes, such as *Col1a2* and *Col3a1*. Cluster C2 cells also expressed anti-fibrotic and ECM degradation-signature genes, such as *Ctsk*. Cluster C4 cells were classified as dendritic cells (DCs) based on the expression of genes involved in inflammation and elastic tissue integrity, such as *Ccr7, Ccl22* and *Tbc1d4*. 

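The kept cells of both libraries were clustered together in Seurat with 2000 variable genes, 30 principal components and a resolution of 0.2, which gave 16 clusters. Each was named, as a class "like" a cell type, from lists of marker genes. Macrophage-like cells formed cluster 0, fibroblast-like cells clusters 1 and 2, epithelial-like cells clusters 3, 4 and 12, and dendritic-like cells clusters 5 and 8. NK-like and T-like cells, clusters 7 and 13, were joined as 1 class. Neutrophil-like, pericyte-like, Langerhans-like, endothelial-like, mast-like and myocyte-like cells formed 1 cluster each. Between 6 and 12 listed markers were raised in each cluster, and no cluster stayed unnamed at this level. Cluster 8 had none of its dendritic markers among its 10 leading genes, which held MHC class II genes such as *H2-Ab1* and *H2-Eb1*. The median UMI count of neutrophil-like cells was 0.241 of that of their libraries, and 4 of their 8 markers were among their leading genes. The myocyte-like cluster held 7 control and 11 *Mrc1-DTR* cells and was not compared.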

The remaining clusters (C5−11) were classified as neutrophils, natural killer (NK) cells, pericytes, Langerhans cells, endothelial cells, mast cells, and myocytes, respectively.

**Figure 2:**
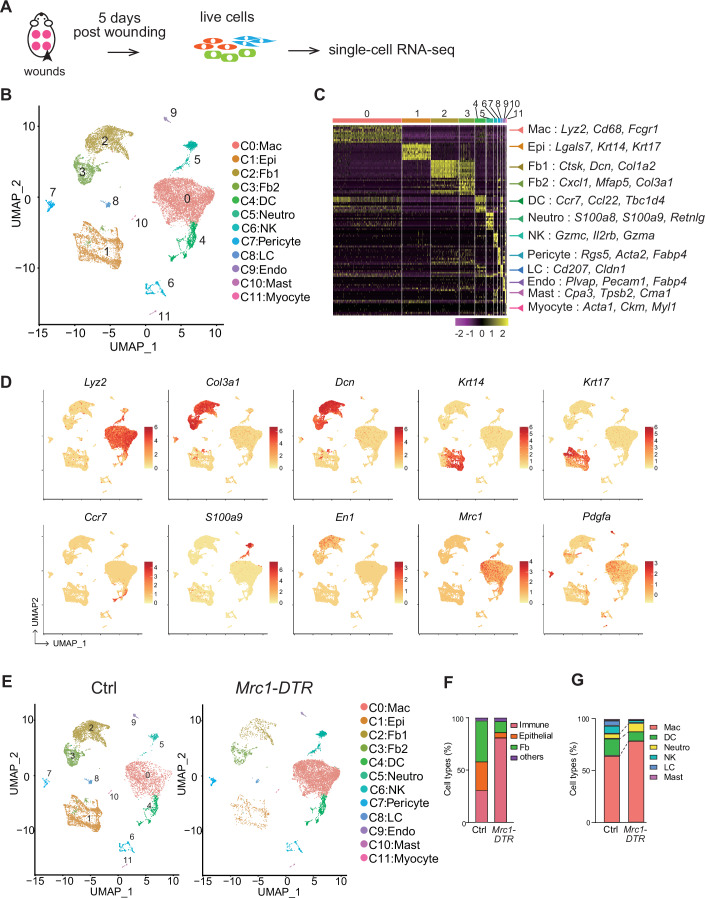
scRNA-seq reveals distinct skin wound components in CD206-depleted mice. (**A**) Schematic illustration detailing the single-cell isolation strategy. (**B**) UMAP plot showing cellular heterogeneity. Twelve distinct clusters of wound cells were identified and color-coded. The general identity of each cell cluster is indicated on the right. (**C**) Heatmap showing the top 10 genes enriched in each cluster. Selected genes from each cluster are listed on the right. Mac macrophages, Epi epithelial cells, Fb fibroblasts, DC dendritic cells, Neutro neutrophils, LC Langerhans cells, Endo vascular endothelial cells. (**D**) Feature plots illustrating the expression distribution of the indicated genes. The expression levels in each cell were color-coded and overlaid onto UMAP plots, as shown. (**E**) UMAP plots showing the cellular heterogeneity of wound bed cells from control and *Mrc1-DTR* mice. (**F**) Bar chart showing the percentages of immune cells, fibroblasts (Fb) and epithelial cells in the wound beds of control and *Mrc1-DTR* mice. (**G**) Bar chart showing the proportions of cell types among the immune cells.

When we examined the effects of CD206^+^ cell reduction on the cell populations present in wounds, we found that in control tissues, immune cells, including macrophages, dendritic cells, neutrophils, and NK cells, accounted for ~30% of the cells analyzed. However, in wounded *Mrc1-DTR* tissues, the proportion of immune cells was much larger (78%), and there were fewer fibroblasts and epithelial cells (Fig. 2E,F). 

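Immune cells made up 33.6% (32.6% to 34.7%) of the kept control cells, 2671 of 7944, and 83.8% (82.9% to 84.7%) of the kept *Mrc1-DTR* cells, 5543 of 6613. Fibroblast-like cells made up 38.6% (37.5% to 39.7%) of control cells and 9.95% (9.24% to 10.7%) of *Mrc1-DTR* cells, 3065 and 658 cells. Epithelial-like cells made up 26.0% (25.1% to 27.0%) and 3.55% (3.12% to 4.03%), 2067 and 235 cells. Because the shares of a library add up to 100%, a larger share of 1 class lowers those of the others, and numbers of cells per wound were not analysed here. The upper limit of 2000 genes per cell moved these shares most, to 69.9% immune cells in the control and 96.7% in the *Mrc1-DTR* library.

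**Figure D1:**
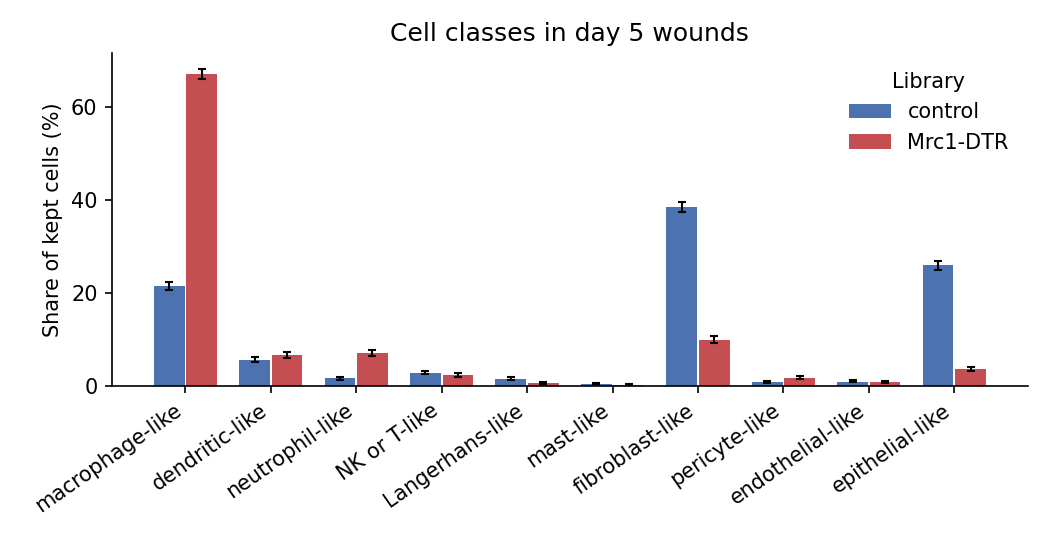
Share of kept cells (%) in each cell class of the control and the *Mrc1-DTR* library, with Clopper-Pearson 95% intervals as error bars. Macrophage-like cells rise from 21.5% to 67.2%, while fibroblast-like and epithelial-like cells fall.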

Flow cytometry analysis confirmed that the CD31^-^Epcam-CD26^+^ fibroblast population was significantly decreased and the number of CD45^+^ immune cells was significantly increased in the wound bed of *Mrc1-DTR* mice (Fig. EV1E,F). These findings are also consistent with the histological findings showing the persistent accumulation of F4/80^+^ macrophages and the thinner granulation tissue in *Mrc1-DTR* mice (Fig. 1H). In addition, we analyzed the populations of immune cells in the scRNA-seq datasets. 

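Macrophage-like cells made up 64.1% (62.2% to 65.9%) of the immune cells in the control library, 1711 cells, and 80.1% (79.1% to 81.2%) in the *Mrc1-DTR* library, 4442 cells. Neutrophil-like cells made up 4.83% (4.05% to 5.71%) and 8.32% (7.60% to 9.07%) of immune cells, 129 and 461 cells, with medians of 1229 and 1922 UMIs per cell. Dendritic-like cells made up 16.8% and 7.83%, and NK- or T-like cells 8.42% and 2.72%. With an upper limit of 2000 genes per cell, the direction for macrophage-like cells reversed, from 83.7% of immune cells in the control to 80.5% in the *Mrc1-DTR* library, while neutrophil-like cells made up 6.92% and 17.5%.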

Notably, the proportions of neutrophil and macrophage were increased among immune cell population in the wound of *Mrc1-DTR* mice (Fig. 2G).

We then analyzed the macrophage subpopulations in *Mrc1-DTR* wounds. Unsupervised clustering of the macrophage populations identified 6 distinct subclusters: *C1qa*^*+*^, *Vcan*^+^, *Ccl7*^+^, *Cd9*^*+*^, *Klf2*^*+*^, and *Ifit1*^*+*^ macrophages (Fig. 3A,B). 

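Subclusters that are defined by genes whose level differs between the libraries can differ in size for that reason. The macrophage-like cells were therefore clustered after leaving out 967 genes, which are those of 5 lists of Dataset EV2 and the subset markers, at a resolution of 0.5. The 5 lists are those of the *C1qa*, *Vcan*, *Ccl7*, *Klf2* and *Ifit1* subpopulations, so for *Cd9* only its 6 markers were left out. This gave 6 clusters, which were then named from the genes left out. Cluster 0 was *Vcan*-like with 5 of 6 markers raised, cluster 2 was *Cd9*-like with 4 of 6, and cluster 4 was *Ccl7*-like with 3 of 6. Cluster 3 had 5 of 7 *C1qa* markers raised, but its leading genes held the stress genes *Hspa1a* and *Fosb* of the *Klf2* list, so it stayed unnamed and is compared by its number. Clusters 1 and 5, whose leading genes include the MHC class II genes *H2-Aa*, *H2-Ab1* and *H2-Eb1*, had under 3 markers raised and also stayed unnamed. The lists of markers were fixed in advance, whereas the rule that left cluster 3 unnamed was set after these clusters had been seen. Clustered with all variable genes, the same cells gave clusters that were named *C1qa*-, *Vcan*-, *Ccl7*-, *Cd9*-, *Klf2*- and *Ifit1*-like.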

*C1qa*^*+*^ (cluster 0) populations expressed high levels of complement C1q subcomponent subunit genes, such as *C1qa and C1qc* as well as *Pltp. Vcan*^+^ populations (cluster 1) expressed high levels of *Plac8* and *Il1b*. *Ccl7+* (cluster 2) populations also expressed high level of *Ccl2*. *Ifit1*^+^ populations expressed high levels of interferon-related genes, such as *Ifit1, Ifit2 and Ifit3* (Fig. 3C,D). *Mrc1* is expressed at relatively high levels in *C1qa*^*+*^ (cluster 0) and *Ccl7*^+^ (cluster 2) populations (Fig. 3D).

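In the control library, the *Mrc1* level was 659.6 CPM (604 to 719) in the *Ccl7*-like cluster and 648 CPM (619 to 678) in cluster 3, which shows the *C1qa* markers. The log2 ratio to all other macrophage-like cells of that library was 0.48 (0.34 to 0.61) and 0.67 (0.58 to 0.76). The remaining clusters had between 243 CPM in the *Vcan*-like and 421 CPM in the *Cd9*-like cluster, the latter from 18 UMIs in 10 cells. In the *Mrc1-DTR* library, cluster 3 had 717 CPM (689 to 745) and the *Ccl7*-like cluster 649 CPM (614 to 686), with log2 ratios to the other macrophage-like cells of 0.88 (0.81 to 0.94) and 0.65 (0.57 to 0.73). There the remaining clusters had between 349 CPM in the *Vcan*-like cluster and 413 CPM in cluster 1.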

**Figure 3:**
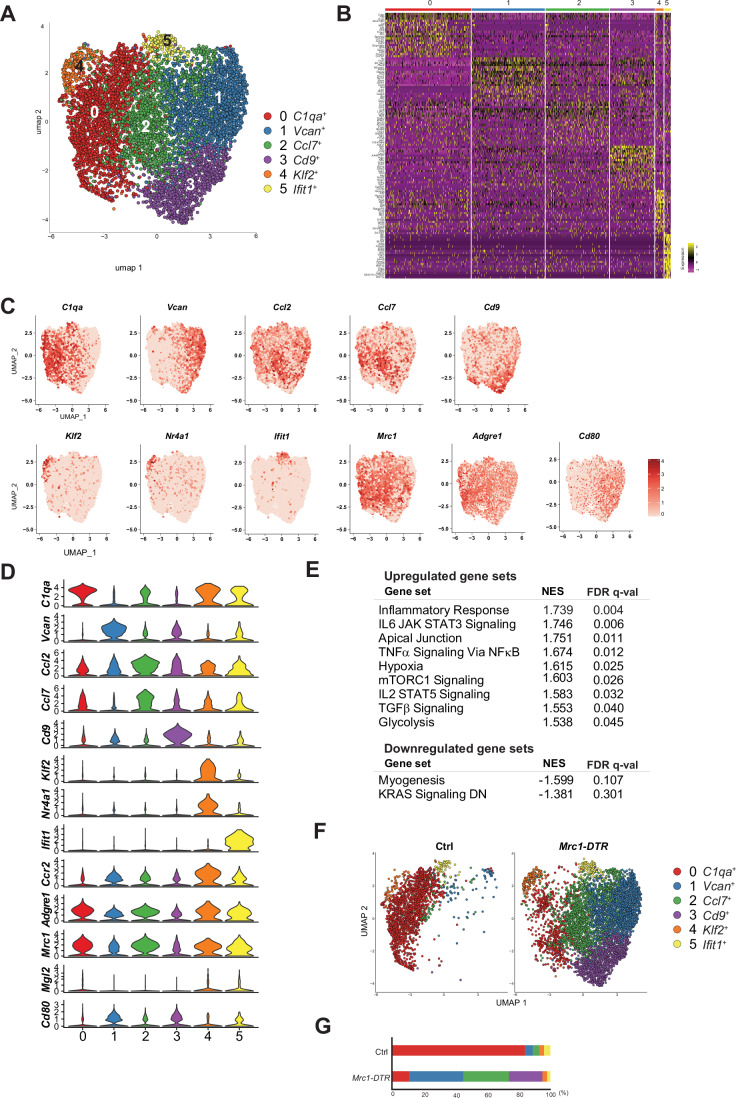
scRNA-seq analysis of macrophage populations in control and *Mrc1-DTR* wounds. (**A**) UMAP plots of macrophages from day 5 wound beds. scRNA-seq data of wound beds obtained from control and *Mrc1-DTR* mice were combined and analyzed. (**B**) Heatmap of the top 10 genes enriched in each macrophage subcluster. (**C**) Feature plots of expression distribution for selected cluster-specific genes (*C1qa*, *Vcan*, *Ccl2*, *Ccl7*, *Cd9*, *Klf2*, *Nr4a1, Ifit1*), *Mrc1*, *Adgre1* and *Cd80*. Gene expression levels for each cell were color-coded and overlaid onto UMAP plots. (**D**) Stacked violin plots showing the expression of the indicated genes in the macrophage subclusters (*n* = 1). (**E**) Molecular Signatures Database (MSigDB) hallmark gene sets that were enriched in macrophages of *Mrc1-DTR* wounds compared to the control wounds in GSEA are shown. NES, normalized enrichment score. (**F**) UMAP plots of macrophages from day 5 wound beds from control and *Mrc1-DTR* mice. (**G**) Bar graph showing the percentages of macrophages in control and *Mrc1-DTR* wounds 5 days post-injury.

Differential gene expression between macrophages in *Mrc1-DTR* wounds and macrophages in control mice was analyzed by Gene set enrichment analysis (GSEA) (Fang et al, 2023; Subramanian et al, 2005). GSEA of the Molecular Signatures Database (MSigDB) Hallmark gene sets (Castanza et al, 2023) showed significant upregulation of the gene sets related to inflammatory activation, such as inflammatory response, IL6 JAK STAT3 signaling, TNFα signaling via NF-κB in *Mrc1-DTR* wounds (Fig. 3E). 

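The Hallmark gene sets were not used here, and a list of 20 genes of inflammatory activation, among them *Il1b*, *Tnf*, *Il6*, *Cxcl2*, *Ccl3*, *Nfkbia* and *Ptgs2*, took their place. In macrophage-like cells, 16 of the 20 genes were higher and 4 lower in the *Mrc1-DTR* library, with a median log2 ratio of 0.39. None of 10000 random lists of 20 genes matched on mean expression reached this median, and 95% of them lay between -0.10 and 0.24. The median log2 ratio of all 10176 genes with at least 50 UMIs was 0.06. Without removal of doublets, which moved the list most, its median was 0.37. This comparison with random lists describes these 2 libraries and is not a test of the conditions. *Cxcl3* belongs to the list. Of 7803 genes with at least 200 UMIs in macrophage-like cells, *Arg1* had the largest log2 ratio after adding 1 CPM. It rose from 366 to 19512 UMIs (log2 ratio 3.83, 3.69 to 3.98). *Ifitm1* rose by 3.68, *Ppbp* by 3.14 and *Cxcl3* by 3.08 on the log2 scale, and *Cxcl3* reached a higher level in neutrophil-like and pericyte-like cells than in macrophage-like cells. *Ifitm1* also had higher levels in neutrophil-like cells, at 3344 CPM in the control and 5779.6 CPM in the *Mrc1-DTR* library, than in macrophage-like cells, at 54.1 CPM and 707 CPM. *Slc15a2* had no UMI in the control and 327 UMIs in the *Mrc1-DTR* library, which is at least 29.8-fold higher. With 0.1 CPM added, its log2 ratio was 6.75, above that of *Arg1* at 3.86, so the rank of *Arg1* depends on the value added. The largest falls were in *Mid1* (-5.89), *Gm47283* (-5.42), *Lpl* (-3.36), *Igf1* (-3.01) and *Krt10* (-2.83), a keratin gene. Dataset EV2 lists *Gm47283*, *Mid1*, *Lpl*, *Igf1* and *Krt10* for *C1qa*+ and *Slc15a2* and *Ifitm1* for *Vcan*+ macrophages. *Gm47283* was lower in all 10 classes of cells compared, *Mid1* in 8 of them, and *Slc15a2* was higher in 7.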

Next, the differential composition of macrophages was analyzed. Notably, *C1qa*^+^ macrophages (cluster 0) were markedly reduced in *Mrc1-DTR* wounds. 

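*C1qa* (ENSMUSG00000036887) lies on chromosome 4 of GRCm38 from 136895917 to 136898803. In macrophage-like cells, taken together whatever their cluster, it had 17399 UMIs in the control library, 2077 CPM (2046 to 2108), and 23500 UMIs in the *Mrc1-DTR* library, 766 CPM (756 to 776). The log2 ratio was -1.44 (-1.47 to -1.41). At 2000 UMIs per cell it was detected in 70.0% (67.6% to 72.3%) of control and 33.7% (32.3% to 35.1%) of *Mrc1-DTR* macrophage-like cells, against 74.3% and 40.9% without thinning. The thinned shares in NK- or T-like cells, which should lack *C1qa*, were 2.28% and 1.32%, at median depths of 6534 and 8059 UMIs.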

*C1qa*^+^ macrophages were dominant populations, accounting for 84% of the macrophages in the wounds of control mice, whereas they were only 11% of the macrophages in *Mrc1-DTR* wounds. In contrast, the *Vcan*^*+*^, *Ccl7*^*+*^, and *Cd9*^*+*^ (clusters 1–3) subpopulations accounted for less than 10% in the control wounds, whereas these populations increased to 34%, 29%, and 21%, respectively, in the *Mrc1-DTR* wounds (Fig. 3F,G).

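Among the clusters made without the 967 genes, cluster 3, with the *C1qa* markers, held 31.2% (29.0% to 33.4%) of control macrophage-like cells and 10.1% (9.24% to 11.0%) of those in the *Mrc1-DTR* library, 533 and 449 cells. The *Vcan*-like cluster held 2.05% (1.43% to 2.83%) and 27.5% (26.2% to 28.8%), 35 and 1221 cells, and the *Cd9*-like cluster 0.584% (0.281% to 1.07%) and 26.5% (25.2% to 27.8%), 10 and 1178 cells. At resolution 1.0, which moved the *Cd9*-like share most, it was 0.409% and 15.8%. For the *Cd9*-like cluster only the 6 markers had been left out, and other leading genes of it, such as *Cxcl3* and *Ppbp*, had not. Since the *Vcan*-like and *Cd9*-like clusters consist almost wholly of *Mrc1-DTR* cells and there is 1 library per condition, a subpopulation and a property of that library cannot be separated. The *Ccl7*-like cluster held 20.4% (18.5% to 22.4%) of control and 10.0% (9.13% to 10.9%) of *Mrc1-DTR* cells, 349 and 444 cells, with medians of 1861 and 3837 UMIs per cell. Of the unnamed clusters, cluster 1 held 37.5% and 12.6%, and cluster 5 held 8.30% and 13.3%. Clustered with all variable genes, which moved the shares of cells with the *C1qa* markers and of *Ccl7*-like cells most, *C1qa*-like cells made up 81.4% and 9.59%, and the *Ccl7*-like share changed direction, with 4.09% in the control and 21.6% in the *Mrc1-DTR* library.

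**Figure D2:**
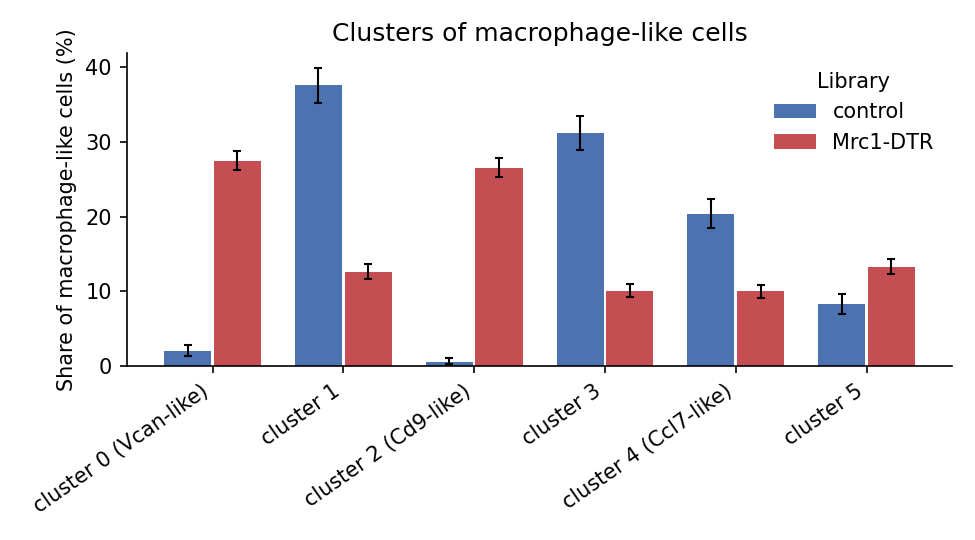
Share of macrophage-like cells (%) in each of the 6 clusters of the control and the *Mrc1-DTR* library, with Clopper-Pearson 95% intervals as error bars. Clusters 0 and 2 hold mostly *Mrc1-DTR* cells, whereas clusters 1, 3 and 4 hold a larger share of the control cells.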

To gain insights into the functions of macrophage subpopulations, we analyzed the enrichment of gene sets among the differentially expressed genes in each subpopulation. Our analysis revealed that the macrophage subpopulations exhibited distinct patterns of functional term enrichment (Fig. EV2; Dataset EV2). 

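Dataset EV2 lists collagen and keratin genes among the genes of *C1qa*+ macrophages, so RNA of other cell types was measured in macrophage-like cells. The genes of the 2 lists used all come from that part of the dataset, and the study picked them from these libraries, so a higher control level in macrophage-like cells was built in, whereas their level in other classes was not. Summed over 10 genes of fibroblasts, among them *Col1a1*, *Col3a1* and *Dcn*, it was 959.9 CPM in the control and 201 CPM in the *Mrc1-DTR* library, a log2 ratio of -2.25 (-2.30 to -2.20). The same list fell by 2.52 on the log2 scale in neutrophil-like and by 2.13 in NK- or T-like cells. Summed over 16 genes of keratinocytes, among them *Krt14* and *Krt10*, the level in macrophage-like cells was 766.2 CPM and 224 CPM, a log2 ratio of -1.77 (-1.82 to -1.72), and it fell by 2.37 in neutrophil-like and 1.62 in NK- or T-like cells. Within the control library, the fibroblast list reached 974 CPM (939 to 1011) in cluster 3, which shows the *C1qa* markers, and between 772 CPM and 905 CPM in clusters 0, 1, 2 and 5. It was highest in the *Ccl7*-like cluster, at 1688 CPM (1598 to 1781). An upper limit of 2000 genes per cell moved the ratios of the lists most, to -2.0 and -1.63.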

*C1qa*^+^ (cluster 0) cells were characterized by expression of the genes related to extracellular matrix organization and metabolism and angiogenesis, suggesting they are involved in tissue remodeling and wound healing. The other *Mrc1*^hi^ subpopulation, *Ccl7*^+^ (cluster 2) was characterized by gene sets related to lipoprotein clearance. The most abundant subpopulations in *Mrc1*-*DTR* wounds, *Vcan*^+^ (cluster 1), and *Cd9*^+^ (cluster 3), expressed gene sets related to inflammation. 

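Within the *Mrc1-DTR* library, the 20 inflammatory genes were compared between each named cluster and all other macrophage-like cells. In the *Vcan*-like cluster 8 genes were higher and 12 lower, with a median log2 ratio of -0.09, at the 12.0th percentile of random lists. In the *Cd9*-like cluster 14 were higher and 6 lower, with a median of 0.19, at the 99.7th percentile. *Il1b* belongs to both the list and the *Vcan* markers, and without the subset markers the medians over 18 genes were -0.09 and 0.24. A second list of 20 genes, of glycolysis and hypoxia, had a median of 0.47 in the *Cd9*-like cluster, with 16 genes higher and 4 lower and above all 10000 random lists. In the *Vcan*-like cluster its median was -0.23, at the 0.59th percentile. *Slc2a1* and *Vegfa* of this list are also *Cd9* markers, and the median of the *Cd9*-like cluster without them was unchanged.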

*Cd9*^+^ subpopulation was also characterized by expression of glucose-metabolism related genes, suggesting it included pro-inflammatory activated macrophages. *Klf2*^+^ (cluster 4) and *Ifit1*^+^ (cluster 5) subpopulations were characterized by high enrichment in TNF-α signaling and interferon signaling, respectively. The fractions of these subpopulations appeared to be less affected by *Mrc1-DTR*-mediated depletion. Collectively, these findings support the notion that *Mrc1-DTR*-mediated depletion reduced macrophage subpopulations contributing to wound repair and increased those characterized by pro-inflammatory activation.

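Between the libraries, 18 of the 20 genes of glycolysis and hypoxia were higher and 2 lower in *Mrc1-DTR* macrophage-like cells, with a median log2 ratio of 0.49, above all random lists. The *Ccl7*-like cluster had a median log2 ratio of the inflammatory list to other macrophage-like cells of 0.58 in the control library, with 15 genes higher and 5 lower, and of 0.14 in the *Mrc1-DTR* library, at the 88.7th percentile. Without the subset markers the latter was 0.28 over 18 genes, at the 99.3th percentile. Its glycolysis and hypoxia list was lower than in other macrophage-like cells in both libraries, with medians of -0.24 and -0.52. From the smaller share of *C1qa*+ macrophages, the larger shares of *Vcan*+, *Ccl7*+ and *Cd9*+ macrophages and the gene sets of these subpopulations, the paper proposes that the depletion reduced macrophages that contribute to repair and increased those with pro-inflammatory activation.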

**Figure EV2:**
Gene sets enriched in highly expressed genes in macrophage subpopulations. Over-representation analysis of the top 100 upregulated genes in each subpopulation, compared to the rest, with MSigDB hallmark, Reactome, and Kegg gene sets using decoupleR (Badia et al, 2022; Castanza et al, 2023; Subramanian et al, 2005). The top 10 terms are shown. A list of genes used in the analysis is presented in Dataset EV2.

### Depletion of CD206^+^ macrophages decreases the number of cells from specific fibroblast subsets in wounds

Since *Mrc1-DTR* wounds were characterized by delayed and thin granulation tissue formation, we next focused on analyzing the fibroblast populations in our scRNA-seq datasets. 

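The 3065 control and 658 *Mrc1-DTR* fibroblast-like cells, with medians of 11176 and 13959.5 UMIs per cell, were clustered at a resolution of 0.2 after leaving out 23 genes, which are the subset markers, *En1*, *Pdgfra*, *Acta2* and *Mest*. Of the 6 clusters, 0 and 2 were named *Gpnmb*-like with 7 and 6 of 7 markers raised, cluster 1 *Plac8*-like with 6 of 6, and cluster 3 *Crabp1*-like with 5 of 6, of which *Crabp1* itself was the marker not raised. The leading genes of the *Crabp1*-like cluster included the stress genes *Atf3*, *Fos*, *Hspa1a* and *Hspa1b*. Cluster 4, led by immune genes such as *Cd74*, *Lyz2* and *H2-Aa*, and cluster 5 had under 3 markers raised and stayed unnamed.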

Three subclusters exhibiting distinct transcriptomes—Fb1 (*Gpnmb*^hi^), Fb2 (*Plac8*^hi^), and Fb3 (*Crabp1*^hi^)—were identified in the wound tissues (Fig. 4A–C). Recent scRNA-seq analyses have revealed heterogeneity among wound fibroblasts and have also identified subpopulations that show distinct spatial distribution in wounds (Guerrero-Juarez et al, 2019; Lim et al, 2018). *Crabp1* expression marks fibroblasts in the upper dermis (i.e., upper wound fibroblasts), while *Plac8* and *Mest* expression mark fibroblasts localized to the deep, reticular layer (lower wound fibroblasts) (Joost et al, 2020; Phan et al, 2021). Therefore, in our experiments, Fb2 (*Plac8*^hi^) cells are mainly lower wound fibroblasts and Fb3 (*Crabp1*^hi^) cells are mainly upper wound fibroblasts. Fb1 (*Gpnmb*^hi^) cells can be found in both upper and lower wound areas.

**Figure 4:**
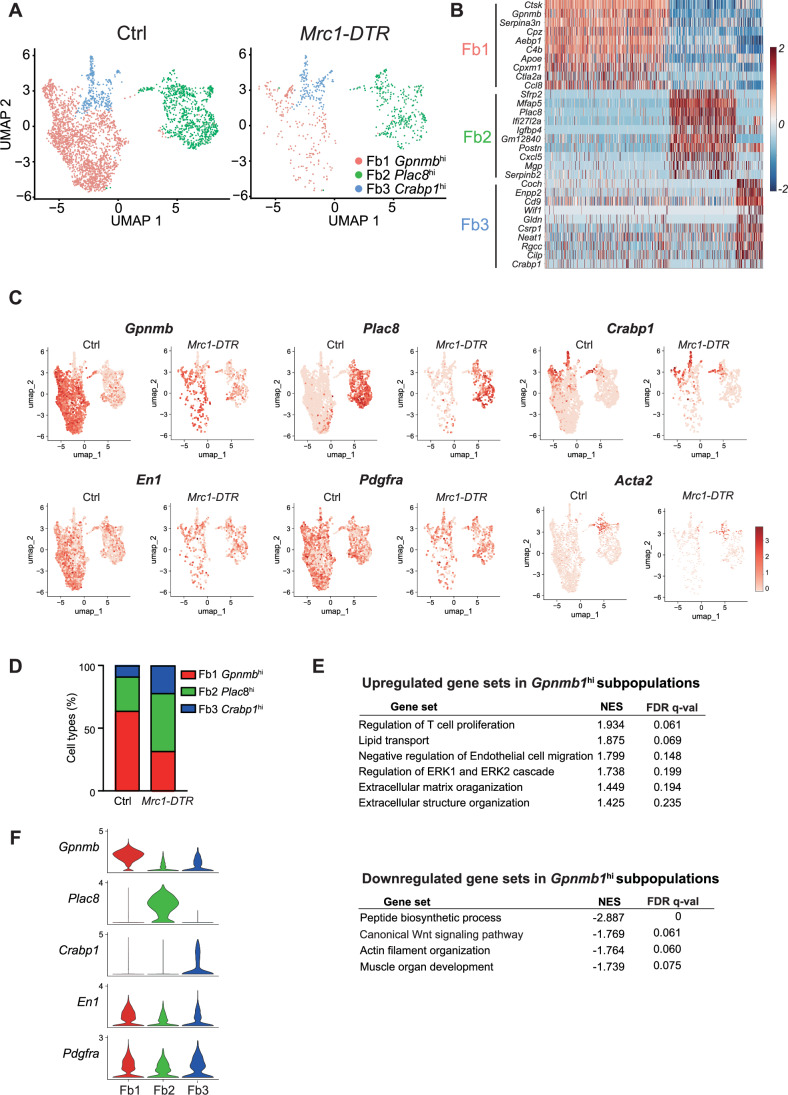
Depletion of CD206^+^ macrophages alters the size and composition of the fibroblast population in wounds. (**A**) UMAP plots of fibroblasts from the wound beds of control and *Mrc1-DTR* mice 5 days after wounding. (**B**) Heatmap of the top 10 genes enriched in each fibroblast subcluster. (**C**) Feature plots showing the expression distributions of selected cluster-specific genes (*Gpnmb*, *Plac8* and *Crabp1*), as well as *En1, Pdgfra* and *Acta2*. The expression levels for each cell were color-coded and overlaid onto UMAP plots, as shown. (**D**) Bar graph showing the percentages of the fibroblast subclusters present (out of the total fibroblasts) in wounds from control and *Mrc-DTR* mice. (**E**) Enrichr GO biological process gene sets that were enriched in *Gpnmb*^hi^ fibroblasts (FDR < 0.25) compared to the other fibroblast populations are shown. NES, normalized enrichment score. (**F**) Stacked violin plots showing the expressions of *Gpnmb*, *Plac8*, *Crabp1*, *En1*, and *Pdgfra* in the fibroblast subclusters (*n* = 1).

Among the three fibroblast subpopulations we identified, the loss of CD206^+^ cells most profoundly reduced the proportion of *Gpnmb*^hi^ fibroblasts, with the percentage of *Gpnmb*^hi^ cells among the total fibroblasts decreasing from 60% in WT to 25% in *Mrc1-DTR* wounds (Fig. 4D). 

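*Gpnmb*-like cells made up 58.1% (56.3% to 59.8%) of control fibroblast-like cells and 24.3% (21.1% to 27.8%) of those in the *Mrc1-DTR* library, 1780 and 160 cells. *Plac8*-like cells made up 27.7% (26.2% to 29.4%) and 45.0% (41.1% to 48.9%), *Crabp1*-like cells 12.0% (10.8% to 13.2%) and 20.2% (17.2% to 23.5%), and the unnamed clusters 2.22% and 10.5%. With an upper limit of 2000 genes per cell, which moved the *Gpnmb*-like share most, it was 70.1% and 14.5%. Under that limit 69 *Mrc1-DTR* fibroblast-like cells were left, and 56 of them lay in a cluster that was named *Plac8*-like but led by muscle genes such as *Acta1* and *Ckm*. The *Crabp1*-like share was then 4.22% and 4.35%, so its difference between the libraries was gone, the latter from 3 cells. The *Gpnmb* gene (ENSMUSG00000029816) lies on chromosome 6 of GRCm38 from 49036546 to 49070929. Over all fibroblast-like cells it had 15543 UMIs in the control library, 444 CPM (437 to 451), and 2490 UMIs in the *Mrc1-DTR* library, 256 CPM (246 to 266), a log2 ratio of -0.79 (-0.85 to -0.73). The median log2 ratio of all genes in fibroblast-like cells was 0.12, and relative to it the ratio of *Gpnmb* was -0.91.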

To gain insights into the functional features of *Gpnmb*^hi^ fibroblasts, we performed gene set enrichment analysis on the differentially expressed genes in *Gpnmb*^hi^ cells compared to the rest of the fibroblasts in WT mice using GSEApy (Fang et al, 2023). 

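Gene Ontology sets were not used here, and a list of 34 extracellular matrix genes, among them *Col1a1*, *Col3a1*, *Fn1*, *Postn*, *Fbn1*, *Lox* and *Dcn*, was compared between *Gpnmb*-like and all other fibroblast-like cells of the same library. In the control library 14 genes were higher and 20 lower in *Gpnmb*-like cells, with a median log2 ratio of -0.33, at the 7.64th percentile of 10000 random lists, whose median was -0.18. Between these cells the median of all 11295 genes was -0.23, and single genes of the list ranged from -5.70 to 2.21. In the *Mrc1-DTR* library 15 genes were higher and 19 lower, with a median of -0.05, at the 80.1th percentile of random lists, whose median was -0.14. Without removal of doublets, the median was -0.16 in the control library and 0.02 at the 94.0th percentile in the *Mrc1-DTR* library, where the sign changed but the list lay above the median of random lists in both cases. *Ctsk* and *Postn* are also subset markers, and the medians without them were unchanged.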

We found that sets of genes related to extracellular matrix organization and extracellular structure organization were enriched in *Gpnmb*^hi^ fibroblast populations, suggesting that these cells contribute to ECM deposition (Fig. 4E).

*Gpnmb*^hi^ cells expressed higher levels of *En1* and were enriched in *En1*^hi^ cells (Fig. 4C,F). 

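*En1* (ENSMUSG00000058665) lies on chromosome 1 of GRCm38 from 120602418 to 120607992. In the control library it had 3775 UMIs in *Gpnmb*-like cells, 204 CPM (197 to 210), and 93.5 CPM in the other fibroblast-like cells, a log2 ratio of 1.11 (1.03 to 1.20). In the *Mrc1-DTR* library it had 351 UMIs, 166 CPM (149 to 185), against 113 CPM, a log2 ratio of 0.55 (0.37 to 0.73). At 2000 UMIs per cell, *En1* was detected in 29.6% (27.5% to 31.8%) of control *Gpnmb*-like, 14.1% (11.9% to 16.7%) of *Plac8*-like and 17.5% (13.7% to 21.8%) of *Crabp1*-like cells, at medians of 10719.5, 14735.5 and 7634 UMIs before thinning. In the *Mrc1-DTR* library the shares were 30.3%, 18.6% and 16.9%. Without thinning, the control shares were 67.9%, 48.1% and 39.0%. Among dendritic-like cells, which should lack *En1*, 0 of 439 thinned control cells, which allows up to 0.837%, and 0.232% of *Mrc1-DTR* cells had a UMI, at median depths of 8530 and 10738.5. Over all fibroblast-like cells the log2 ratio of *En1* between the libraries was -0.28 (-0.37 to -0.19).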

*En1*-expressing fibroblasts have been shown to promote ECM deposition and scar formation after injury, further supporting the notion that *Gpnmb*^hi^ fibroblasts contribute to ECM deposition (Mascharak et al, 2021). Taken together, these results suggest that *Gpnmb*^hi^ fibroblasts are involved in granulation tissue formation by promoting ECM deposition and organization, and that having decreased numbers of *Gpnmb*^hi^ fibroblasts delays healing and wound closure in CD206^+^ macrophage-depleted mice.

Because *En1*^hi^ fibroblasts were enriched in the *Gpnmb*^hi^ fibroblast population, we analyzed EN1 expression in fibroblasts by immunostaining in day 5 wounds. The localization of EN-positive fibroblasts was confirmed using CD26 as an upper dermis (papillary dermis) fibroblast marker and FAP as a marker in the lower dermis (reticular dermis) layer. In uninjured skin, EN-positive fibroblasts were scattered throughout the dermal layer (Rinkevich et al, 2015), whereas in the wound bed, and they localized to the deep dermal layer where CD206^+^ macrophages are accumulated (Fig. 5A,B). The number of EN1^+^ fibroblasts per 0.01 mm^2^ of wound area was significantly reduced in CD206^+^ macrophage-depleted wounds compared to control wounds (Fig. 5B,C). In addition, the percentage of EN1^+^ cells co-stained with Ki67 was significantly decreased in the wounds of CD206^+^ macrophage-depleted mice compared to those of control mice (Fig. 5D,E). Collagenous connective tissue fiber deposition was also attenuated in the wounds of CD206^+^ macrophage-depleted mice (Fig. 5F), indicating that CD206^+^ macrophages affect the proliferation of EN1^+^ fibroblasts and collagenous connective tissue fiber deposition.

**Figure 5:**
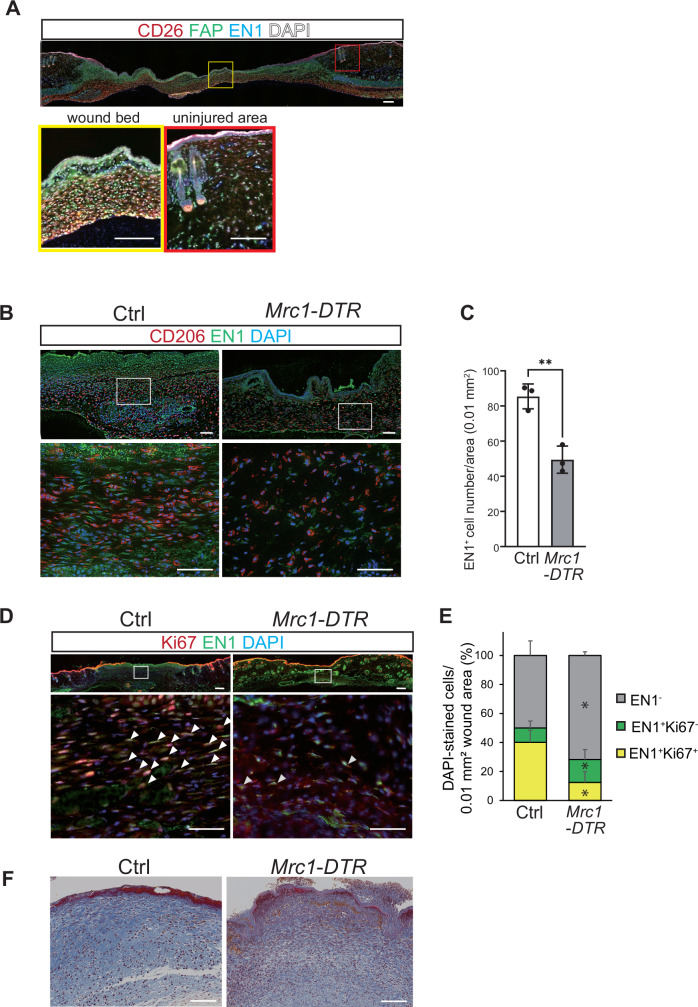
Depletion of CD206^+^ macrophages reduces the number of EN1^+^ fibroblasts in the wound bed. (**A**) Representative images of wounds from control mice immunostained for CD26 (red, upper dermis fibroblast marker), FAP (green, lower dermis fibroblast marker), EN1 (blue) and DAPI (White). Scale bars, 200 μm (*n* = 3). (**B**, **C**) Representative images of wounds from *Mrc1-DTR* and control mice immunostained for CD206 and EN1. Low-magnification images (top panel) and high-magnification images (bottom panel) are shown. Scale bars, 50 μm (**B**). The numbers of EN^+^ cells/0.01-mm^2^ wound area were compared between the two mouse groups (**C**). Data are shown as means ± SD. *P = 0.0040 by unpaired two-tailed Student’s *t* test (*n* = 3 mice/group, biological replicates). (**D**, **E**) Representative images of wounds from *Mrc1-DTR* and control mice immunostained for Ki67 and EN1. Low-magnification (top panels) and high-magnification images (bottom panels) are shown. White arrowheads indicate EN1^+^Ki67^+^ cells. Scale bars, 50 μm (**D**). The percentages of EN1^−^Ki67^−^ cells, EN1^+^Ki67^−^ cells and EN1^+^Ki67^+^ cells out of the total DAPI-stained cells/0.01-mm^2^ wound area were compared between mouse groups (**E**). Data are shown as means ± SD. *P = 0.0045 (EN1^−^), 0.3201 (EN1^+^ Ki67^−^), 0.0076 (EN1^+^ Ki67^+^) by two-tailed *t* test after applying logit transformation (*n* = 4 mice/group, biological replicates). (**F**) Representative Masson’s trichrome-stained images of wounds from *Mrc1-DTR* and control mice. Scale bars, 200 μm (*n* = 3 mice/group, biological replicates). Source data are available online for this figure.

To further assess effects of CD206^+^ macrophage depletion on fibroblasts, we performed GSEA (Subramanian et al, 2005) of differential gene expression in the fibroblast subpopulations (Table EV1). The depletion of CD206^+^ macrophages led to enrichment in the cholesterol homeostasis and mTORC1 signaling gene sets across all three fibroblast populations, suggesting CD206^+^ depletion not only affected fibroblast population compositions but also their cellular metabolism.

### CD206^+^ macrophages promote wound healing via PDGF-A

The observation that depleting CD206^+^ macrophages impaired *Gpnmb*^hi^ fibroblast proliferation prompted us to further examine *Gpnmb*^hi^ fibroblast-CD206^+^ macrophage communication mediated by ligand–receptor interactions. For this analysis, we combined *Plac8*^hi^ and *Crabp1*^hi^ fibroblasts to form a *Gpnmb*^lo^ fibroblast population. Then potential interactions between the fibroblast and macrophage populations were analyzed using LIANA+ (Dimitrov et al, 2024; Dimitrov et al, 2022) (Fig. EV3). Among the top 20 ligand–receptor pairs we narrowed candidate pairs by the following criteria: (1) *C1qa*^*+*^ macrophages showed stronger interactions with *Gpnmb*^hi^ fibroblasts, as compared with the subpopulations that were increased in *Mrc1-DTR* (*Vcan*^+^, *Ccl7*^+^, *Cd9*^+^) particularly *Vcan*^+^, which was the most abundant subpopulation in *Mrc1-DTR*, and (2) *C1qa*^+^ macrophages showed stronger interactions with *Gpnmb*^hi^ fibroblasts, as compared to *Gpnmb*^lo^ fibroblasts. We identified *Pdgfa*-*Pdgfra*, *Igf1*-*Itgav*_*Itgb3*, *Pdgfra*-*Pdgfrb*. 

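*Pdgfra* (ENSMUSG00000029231, chromosome 5 of GRCm38 from 75152292 to 75198215) had 2863 UMIs in control *Gpnmb*-like cells, 154 CPM (149 to 160), and 95.9 CPM in the other fibroblast-like cells, a log2 ratio of 0.68 (0.59 to 0.77). In the *Mrc1-DTR* library it had 282 UMIs, 134 CPM (119 to 150.2), against 114 CPM, a log2 ratio of 0.23 (0.03 to 0.42). At 2000 UMIs per cell, *Pdgfra* was detected in 23.6% (21.6% to 25.6%) of control *Gpnmb*-like, 16.1% (13.6% to 18.7%) of *Plac8*-like and 24.7% (20.4% to 29.5%) of *Crabp1*-like cells, and in 22.6%, 23.0% and 18.5% in the *Mrc1-DTR* library. Without thinning, the shares were 64.0%, 58.9% and 55.3% in the control and 65.6%, 73.3% and 50.4% in the *Mrc1-DTR* library. Among dendritic-like cells, which should lack *Pdgfra*, 0 of 439 and 0 of 431 thinned cells had a UMI, which allows up to 0.837% and 0.852%. The log2 ratio of *Pdgfrb* was 0.34 in both libraries (0.24 to 0.45 in the control, 0.10 to 0.57 in the *Mrc1-DTR* library). *Itgb3* was also higher in *Gpnmb*-like cells, with log2 ratios of 0.86 (0.72 to 1.00) and 1.01 (0.73 to 1.28). *Itgav* was lower in the control library, with -0.23 (-0.31 to -0.16), and its difference in the *Mrc1-DTR* library, -0.07 (-0.24 to 0.11), was within counting error.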

Among the receptors of these pairs, the expression level of *Pdgfra* was higher in *Gpnmb*^hi^ cells than *Gpnmb*^lo^ cells (Fig. 4C,F), so we decided to focus our studies on PDGF-A signaling.

**Figure EV3:**
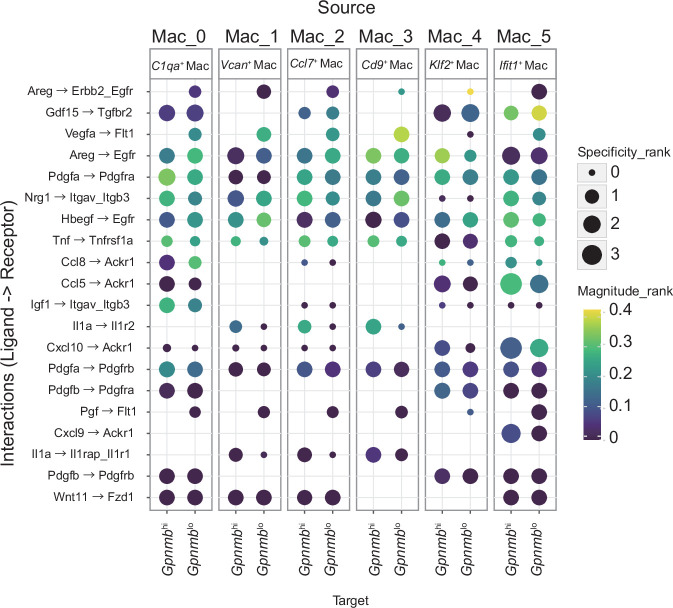
Dot plot of ligand–receptor-interactions between macrophage subpopulations and *Gpnmb*^hi^/*Gpnmb*^lo^ fibroblasts. Top 20 ligand–receptor pairs of the aggregate consensus rank are shown. Macrophage subpopulations expressing ligands and fibroblast subpopulations expressing receptors are shown on the *x* axis. Ligand and cognate receptor combinations are shown on the *y* axis. Circle size denotes specificity rank, a measure of how specific an interaction is to a given pair of cell groups; color denotes magnitude rank showing the strength of ligand–receptor interaction.

Although PDGF-B is well known to promote wound healing (Pierce et al, 1991; Pierce et al, 1989), much less is known about PDGF-A in wound healing. Our cell-cell interaction analysis showed that PDGFA-PDGFRA was ranked the highest among the PDGF signaling pathways for *C1qa*^*+*^ macrophage-*Gpnmb*^hi^ fibroblast interactions (Fig. 6A). 

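Interaction scores were not computed here, and the ligand genes were measured in the clusters of macrophage-like cells. *Pdgfa* (ENSMUSG00000025856, chromosome 5 of GRCm38 from 138976014 to 138997370) had 53.8 CPM (45.7 to 62.9, 156 UMIs) in control cluster 3, which shows the *C1qa* markers, a log2 ratio to the other macrophage-like cells of 0.55 (0.24 to 0.85). It had 65.4 CPM (48.7 to 86.1) in the *Ccl7*-like cluster of that library, from 51 UMIs, and between 18.7 CPM and 35.7 CPM in clusters 0, 1 and 5. In the 10 control cells of the *Cd9*-like cluster no UMI was found, which allows up to 86.3 CPM. In the *Mrc1-DTR* library cluster 3 had 68.1 CPM (59.8 to 77.2), a log2 ratio of 1.68 (1.46 to 1.90), and the *Vcan*-like cluster 8.51 CPM (6.73 to 10.6), a log2 ratio of -1.86 (-2.18 to -1.55). *Pdgfb* had 13.8 CPM (9.85 to 18.8) in cluster 3 of the control and 27.7 CPM (22.5 to 33.8) of the *Mrc1-DTR* library, and *Igf1*, itself a *C1qa* marker, had 323 CPM and 102 CPM there. Over all macrophage-like cells, *Pdgfb* had a log2 ratio between the libraries of -0.29 (-0.60 to 0.02).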

As expected, PDGF-A signals colocalized with CD206 signals in immunofluorescence staining of wound bed tissues obtained from control mice 5 days after wounding. This is consistent with the scRNA-seq result showing that the macrophage population (in particular, the *Mrc1*^hi^ macrophage population) expresses *Pdgfa* mRNA, although *Pdgfa* mRNA is expressed in other cell types such as Langerhans cells, endothelial cells and epithelial cells (Fig. 2D). In contrast, PDGF-A signals, particularly the proportion of PDGF-A-expressing CD206^+^ cells, was significantly reduced in wound tissue obtained from CD206^+^ macrophage-depleted mice, further supporting the idea that CD206^+^ macrophages are the major producers of PDGF-A in the wound (Fig. 6B,C). 

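In macrophage-like cells *Pdgfa* had 356 UMIs in the control library, 42.5 CPM (38.2 to 47.1), and 800 UMIs in the *Mrc1-DTR* library, 26.1 CPM (24.3 to 27.9), a log2 ratio of -0.68 (-0.86 to -0.50). Pericyte-like cells had 884 CPM (824 to 948) and 823 CPM (781 to 868), and endothelial-like cells 616 CPM (569 to 665) and 1089 CPM (1017 to 1166). NK- or T-like cells had 51.0 CPM and 46.6 CPM, epithelial-like cells 16.1 CPM and 17.0 CPM, and fibroblast-like cells 15.1 CPM and 25.9 CPM. Langerhans-like cells had 9.52 CPM (4.92 to 16.6) and 28.7 CPM (14.8 to 50.2), from 12 UMIs in each library. At 2000 UMIs per cell, *Pdgfa* was detected in 6.72% (5.50% to 8.11%) of control and 4.55% (3.95% to 5.22%) of *Mrc1-DTR* macrophage-like cells, against 15.1% and 11.9% without thinning, and in 73.7% and 70.4% of pericyte-like and 1.67% and 11.1% of Langerhans-like cells, the latter 2 of 120 and 4 of 36 cells. The lowest shares in a large class were those of *Gpnmb*-like fibroblasts, with 0.465% in the control and 0 of 155 cells in the *Mrc1-DTR* library, which allows up to 2.35%, at a median of 13063 UMIs in the latter. Clustering each library alone moved the log2 ratio in macrophage-like cells to -0.62, and rescaling to an unchanged median of all genes to -0.75.

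**Figure D3:**
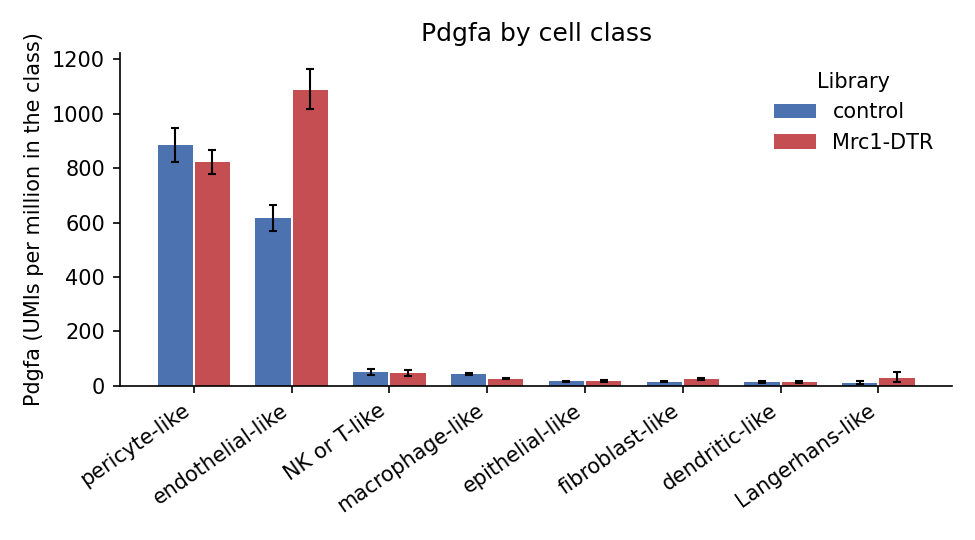
*Pdgfa* level in CPM, scaled to all UMIs of the class, in 8 cell classes of the control and the *Mrc1-DTR* library, with exact Poisson 95% intervals as error bars. Pericyte-like and endothelial-like cells lie far above the other classes shown.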

Immunostaining also showed that EN1^+^ fibroblasts expressed PDGFRA and that a higher proportion of EN^+^ cells expressed PDGFRA than EN^-^ cells (Fig. 6D,E).

**Figure 6:**
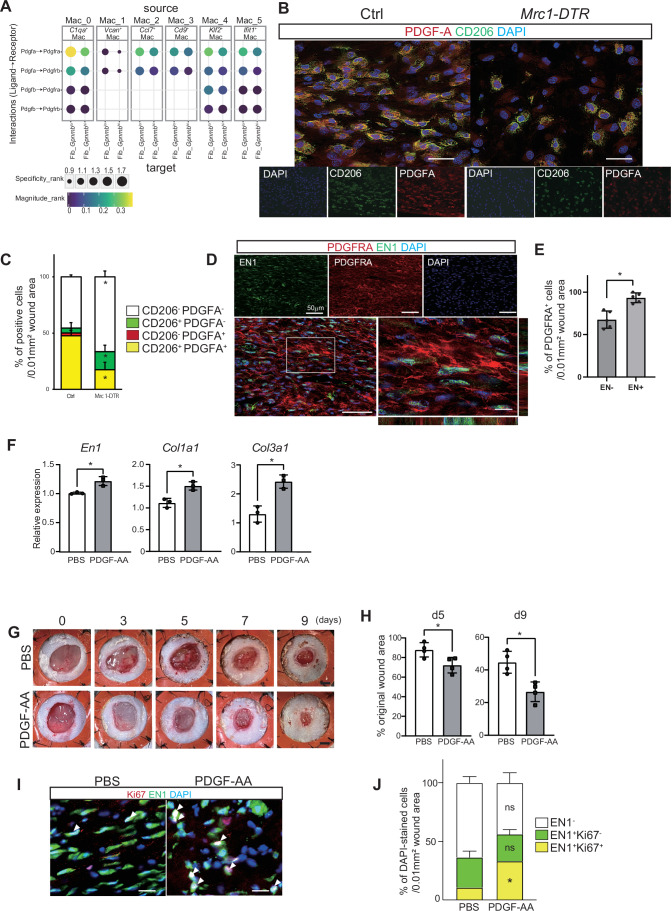
CD206^hi^ macrophage-derived PDGF-A increases En1^+^ fibroblast proliferation to promote wound healing. (**A**) Dot plots of the ligand–receptor interactions related to PDGF signaling in macrophage subpopulations and *Gpnmb*^hi^/*Gpnmb*^lo^ fibroblasts. Macrophage subpopulations that express ligands and fibroblast subpopulations that express receptors are shown on the *x* axis. Ligand and cognate receptor combinations are shown on the *y* axis. Circle size denotes *P* value (permutation test); color denotes average ligand and receptor expression levels in interacting subpopulations. (**B**) Representative images of wounds from *Mrc1-DTR* and control mice 5 days post-injury. Wound bed tissue samples were immunostained for PDGF-A (red) and CD206 (green). Scale bar, 50 μm. (**C**) The percentages of CD206^−^, CD206^+^PDGFA^−^, CD206^−^PDGFA^+^ and CD206^+^PDGFA^+^ cells out of the total DAPI-positive cells/0.01-mm^2^ wound area were compared between mouse groups. Data are expressed as means ± SD. *P = 0.0003 (CD206^−^ PDGFA^−^), 0.0407 (CD206^+^ PDGFA^−^), 0.1351 (CD206^-^ PDGFA^+^), 0.0012 (CD206^+^ PDGFA^+^) by unpaired two-tailed *t* test after applying logit transformation (*n* = 4 mice/group, biological replicates). (**D**) Representative images of wounds from control mice 5 days post-injury. Wound bed tissue samples were immunostained for PDGFRA (red) and EN1 (green). Magnified images of orthogonal views of 2.4 μm z-stack images are shown on the right side. Scale bars, 50 μm (left) and 10 μm (right). (**E**) Comparison of the proportion of EN-negative cells co-expressing PDGFA with the proportion of EN-positive cells co-expressing PDGFA. Data are expressed as means ± SD. *P = 0.0012 by unpaired two-tailed Student’s *t* test (*n* = 5 mice/group, biological replicates). Fluorescence images with an IgG-negative primary antibody control are available in Fig. EV5. (**F**) The mRNA expressions of *En1*, *Col1a1*, and *Col3a1* in primary mouse fibroblasts treated with PDGF-AA (40 ng/mL) or PBS (control), as determined by qPCR, are shown. Expression levels were first normalized to those of *Gapdh* and then to the levels of control cells. Data are expressed as means ± SD. *P = 0.0236 (*En1*), 0.0087 (*Col1a1*), 0.0059 (*Col3a1*) by unpaired two-tailed Student’s *t* test. (*n* = 3/group, biological replicates). (**G**) Representative images of wounds of *Mrc1-DTR* mice treated with PDGF-AA or PBS. Scale bars, 1 mm. (**H**) Wound area was analyzed at the indicated times after injury. The percentages of wound areas compared to original wound sizes are shown as a bar chart. Data are expressed as means ± SD. *P = 0.0271 (day 5), 0.0072 (day 9) by unpaired two-tailed Student’s *t* test. (*n* = 4 mice/group, biological replicates). (**I**) Representative images of wounds (5 days post-injury) of *Mrc1-DTR* mice treated with PDGF-AA or PBS for 5 days. Wound bed tissue samples were immunostained for EN1 (green) and Ki67 (red). White arrowheads indicate EN1^+^Ki67^+^ cells. Scale bars, 10 μm. Fluorescence images with an IgG-negative primary antibody control are available in the Fig. EV5. (**J**) The percentages of EN1^−^, EN1^+^Ki67^−^, and EN1^+^Ki67^+^ cells out of the total DAPI-positive cells/0.01-mm^2^ wound area were compared between mouse groups. Data are expressed as means ± SD. *P = 0.0045 (EN1^−^), 0.3201 (EN1^+^ Ki67^−^), 0.0076 (EN1^+^ Ki67^+^) by unpaired two-tailed *t* test after applying logit transformation. (*n* = 4 mice/group, biological replicates). Source data are available online for this figure.

**Figure EV5:**
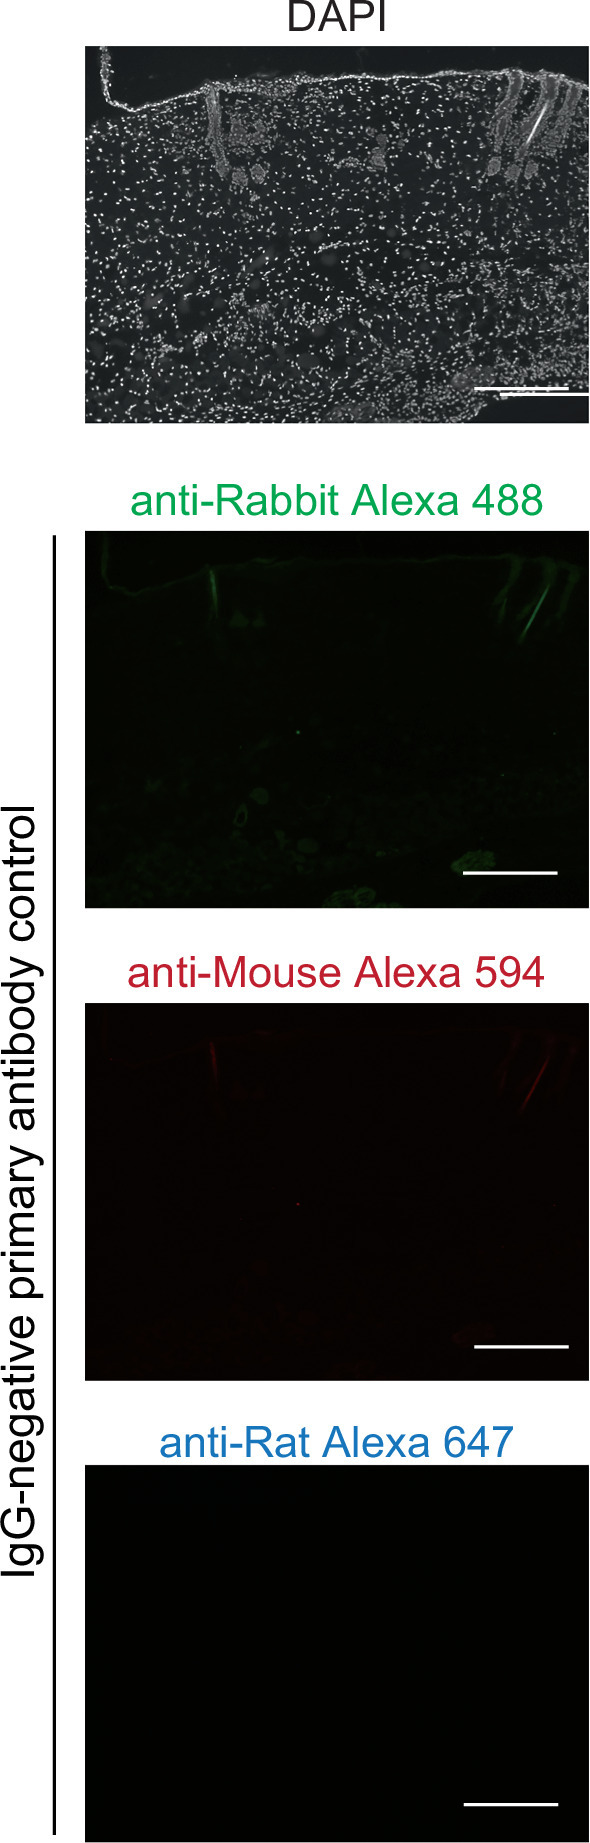
Negative control for immunofluorescence staining for Fig. 5C,G. Tissue sections were stained with secondary antibodies only to confirm the absence of non-specific fluorescence signals. Images show DAPI (white), Alexa Fluor 488 anti-Rabbit (green), Alexa Fluor 594 anti-Mouse (red), and Alexa Fluor 647 anti-Rat (blue). Scale bar: 200 μm.

To evaluate the effects of PDGF-AA (PDGF-A homodimer) on fibroblast functions, we cultured primary fibroblasts derived from neonatal (P1) mouse skin and treated them with mouse recombinant PDGF-AA. This exposure to exogenous PDGF-AA significantly increased *En1* mRNA expression (Fig. 6F). It also increased the expression of the collagen genes, *Col1a1* and *Col3a1*. These data suggest that CD206^+^ macrophage induces *En1* and collagen gene expression in fibroblasts.

Next, we examined the effects of PDGF-AA treatment on skin wound healing in vivo. For these experiments, recombinant mouse PDGF-AA was topically administered to the wound bed surface of *Mrc1-DTR* mice 24 h after wounding. Our results showed that PDGF-AA treatment accelerated wound closure, as indicated by the smaller wound areas on days 5 and 9 after wounding (Fig. 6G,H). These data demonstrate that PDGF-AA supplementation at least partially ameliorates the delayed wound healing of *Mrc1-DTR* mice. Moreover, we performed immunofluorescence staining and found that the proportion of fibroblasts co-expressing EN1 and Ki67 was increased by PDGF-AA treatment, indicating that PDGF-AA augmented the proliferation of EN1^+^ fibroblasts (Fig. 6I,J). Collectively, our findings demonstrate that CD206^+^ macrophages interact with a specific subset of fibroblasts that express *Gpnmb* and *En1* to promote wound closure and healing mediated by PDGF-AA in mice.

Delayed wound healing and prolonged inflammation lead to hypertrophic scars and keloids in human (Xu et al, 2020). Therefore, we further investigated whether the CD206^+^ macrophage-dependent wound healing observed in mice also applies to human keloids. Immunohistochemical analysis of human keloid tissues revealed the simultaneous presence of both CD206^+^ macrophages and EN1^+^ fibroblasts within the lesions (Fig. EV4). These results suggest that, similar to mice, CD206^+^ macrophages and EN1^+^ fibroblasts also play roles in wound healing in humans.

**Figure EV4:**
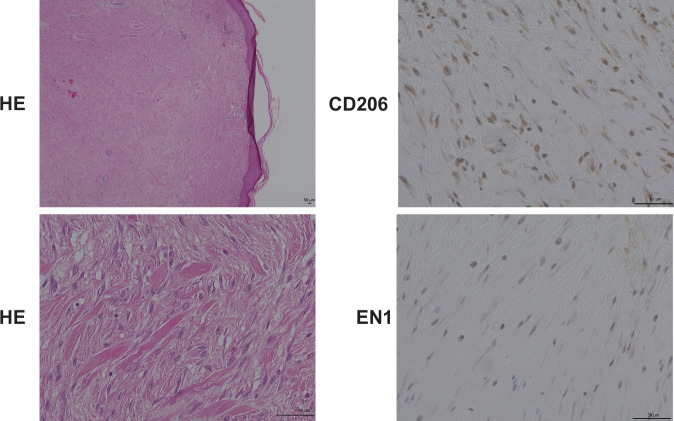
Presence of CD206^+^ macrophages and EN1^+^ fibroblasts in human keloid tissue. Representative histologic images of human keloid tissue stained with hematoxylin and eosin (HE) and immunostained for CD206 and EN1. Scale bars: 50 μm.

## Discussion

The results of this study demonstrate the essential role of CD206^+^ macrophages in the control of a specific fibroblast subset in the process of skin wound healing and repair. First, we found that CD206^+^ macrophages interact with a subtype of fibroblasts expressing *Gpnmb* to enhance their proliferation, which is pivotal for wound healing and repair. Second, we identified PDGF-A-PDGFRA signaling as a key pathway that mediates communication between CD206^+^ macrophages and *Gpnmb*^hi^ fibroblasts. Supporting this notion, topical administration of PDGF-AA to skin wounds of CD206^+^ macrophage-depleted mice was shown to successfully restore the healing process.

Recent lineage-tracing and scRNA-seq analyses have revealed that skin fibroblasts are a highly heterogeneous population (Correa-Gallegos et al, 2023). After skin injury, spatiotemporally distinct fibroblast subpopulations emerge in skin wounds and appear to have distinct functions. Several markers for these fibroblast subpopulations have been identified. Among them, *En1* is induced in fibroblasts in response to injury, and *En1*-expressing fibroblasts are the predominant cell type contributing to ECM deposition in granulation tissues (Rinkevich et al, 2015). Skin injury induces *En1* expression in fibroblasts localized in the deep, reticular dermis in response to mechanotransduced signals, partly via the YAP pathway (Mascharak et al, 2021), although *En1*-inducing mechanisms in other fibroblast subpopulations are not clear. Our study demonstrates that PDGF-AA increases *En1* expression in fibroblasts in vitro (Fig. 5D) and increases the number of EN1^+^ fibroblasts in wounds. In addition, we found that *En1*^hi^ cells were enriched in the *Gpnmb*^hi^ fibroblast subset, which was reduced by CD206^+^ macrophage depletion, further supporting the notion that CD206^+^ macrophages regulate the proliferation of *En1*^hi^ fibroblasts. Taken together, although PDGF-A can be produced by endothelial cells and fibroblasts as well as by macrophages, our results suggest that PDGF-A produced by CD206^+^ macrophages is at least partially involved in the *En1* expression and the proliferation of EN1^+^ fibroblasts. Our results also indicate that, in addition to mechanotransduction, macrophage-fibroblast communication is important for the regulation of ECM deposition and granulation tissue formation in skin wounds, supporting the previous study showing that the CD301b^+^ macrophages, a subset of CD206^+^ macrophages, promote the myofibroblast proliferation (Shook et al, 2018).

Clinically, delayed wound repair results in prolonged inflammation, leading to the formation of abnormal scarring, such as hypertrophic scars and keloids, which are fibroproliferative skin disorders (Finnerty et al, 2016). Thus far, no efficient, molecularly and cellularly-targeted treatment or prevention methods have been established to inhibit the formation of hypertrophic scars or keloids (Lee and Jang, 2018). Although CD206^+^ macrophages are indispensable for wound healing and tissue repair, sustained CD206^+^ macrophage infiltration may prolong the proliferation and activation of *En1*^+^ fibroblasts and contribute to hypertrophic scar formation. In support of this notion, our immunohistochemical staining of samples from the earlobe region of keloid patients showed the accumulation of CD206^+^ macrophages and the presence of EN1^+^ fibroblasts (Fig. EV5). Mascharak et al, reported that depletion of *En1*^+^ fibroblasts suppresses scar formation and promotes regeneration in mice (Mascharak et al, 2021). Thus, time- and space-dependent regulation of CD206^+^ macrophage function is likely to be an effective therapeutic target to accelerate healing without pathological scar formation.

Monomeric PDGF proteins form four types of homodimers (PDGF-AA, PDGF-BB, PDGF-CC, and PDGF-DD) as well as one heterodimer (PDGF-AB) that bind to PDGF receptors (PDGFRA and PDGFRB) with different affinity (Fredriksson et al, 2004). In general, PDGF-A and -C bind to PDGFRA and PDGF-B and -D bind to PDGFRB in vivo. PDGF-BB is the best-characterized member of the PDGF family in skin wounds (Oefner et al, 1992). It regulates many cellular processes after skin injury, including inflammatory cell recruitment, fibroblast migration, (Andrae et al, 2008) collagen deposition (Zubair and Ahmad, 2019), and granulation tissue formation (Grotendorst et al, 1985). Furthermore, recombinant human PDGF-BB protein gel (becaplermin) has been approved by the US Food and Drug Administration (FDA) and is used clinically for the treatment of diabetic neurogenic foot ulcers (Smiell et al, 1999). Compared to PDGF-BB, much less is known about the mechanistic role of PDGF-AA in wound healing, although several lines of evidence point to its pivotal involvement in such processes. For instance, hydrogel containing PDGF-AA has been shown to modestly promote wound closure (Fan et al, 2021). Wu et al, also showed that PDGF-AA mediates the pro-healing effect of transplanted adipose-derived stem cells (Wu et al, 2019). In addition to the exogenous effects of PDGF-AA, endogenous PDGF-A expressed in fibroblasts and endothelial cells expressing the cellular senescence marker p16^INK4a^ has been shown to promote myofibroblast activation and wound contraction in skin wounds created by a 6 mm punch without a silicone ring support (Demaria et al, 2014). Moreover, systemic deletion of PDGFRA, which has a higher affinity for PDGF-A, resulted in decreased accumulation of fibroblasts and ECM deposition in sponge discs implanted in dorsal subcutaneous tissues, without affecting the number of infiltrated macrophages (Horikawa et al, 2015). The PDGF-AA-PDGFRA axis also induces angiogenesis, which is essential for wound repair (Laschke et al, 2006). Adding to these previous studies, our results clearly demonstrate that PDGF-A is important for ECM-producing fibroblast proliferation and re-epithelialization after skin injury. In particular, using the silicone ring-supported wound model that prevents wound contraction by myofibroblasts, we were able to show that PDGF-AA increased EN1^+^ fibroblast proliferation. Collectively, the PDGF-AA-PDGFRA axis appears to control crucial wound healing processes, including fibroblast proliferation, myofibroblast activation, and angiogenesis. Our findings strongly suggest that PDGF-A produced by CD206^hi^ macrophages promotes *En1*^+^ fibroblast proliferation. However, PDGF-A is also produced by non-myeloid cells, including fibroblasts. Thus, future studies are necessary to elucidate the spatiotemporally distinct roles of PDGF-AA-PDGFRA signaling in cell-cell communication during wound healing and scar formation.

This study has several limitations that should be acknowledged. First, the use of *Mrc1-DTR* transgenic mice combined with the silicon ring-placement wound model may not fully represent the wound healing in humans. Second, the mechanisms by which CD206^+^ macrophages regulate fibroblast proliferation and ECM deposition remain incompletely understood. Our results demonstrate that PDGF-A signaling represents one of the key pathways mediating communication between CD206^+^ macrophages and *Gpnmb*^hi^ fibroblasts. However, as suggested by our ligand–receptor analysis (Fig. EV3), multiple additional signaling pathways are likely involved in this complex cellular interaction during wound healing. In addition, a recent study showed that macrophages enhance the YAP/TAZ pathway to promote myofibroblast contraction (Ezzo et al, 2024). Since YAP/TAZ signaling was also shown to be important for organ fibrosis (He et al, 2022), the effect of CD206^+^ macrophages on YAP/TAZ signaling in fibroblasts will need to be addressed. Third, although the differences were statistically significant, the magnitude of inhibition of healing processes in *Mrc1*-*DTR* mice was modest. One potential reason for the modest effect is that the administration of diphtheria toxin only partially depleted CD206^+^ cells. It is also possible that the remaining CD206^+^ macrophages may alter their functions, particularly at later time points, since wound tissue microenvironment changes over the course of inflammation to healing. As such, we need to further analyze spatiotemporal changes in cell subpopulations and their dynamic interactions throughout the repair process. In addition, although macrophage populations are the major cell type expressing *Mrc1*, *Mrc1* is also expressed on other immune cells, such as dendritic cells and certain subsets of neutrophils (Fig. 2D). Potential off-target effects of diphtheria toxin on other CD206-expressing cells might influence the wound healing process.

In summary, our findings indicate that the communication between CD206^+^ macrophages and *Gpnmb*^hi^ fibroblasts partly via PDGF-A-PDGFRA is pivotal for skin wound healing. Macrophages and fibroblasts are likely to interact with each other in various physiological and pathological processes, though previous studies have mainly focused on fibrosis and tumor growth (Buechler et al, 2021a). For example, interfering macrophages have been shown to modulate fibrosis in several tissues, including skin, lung, heart, and kidney. Recent advances in single-cell technologies have identified a variety of subpopulations of macrophages and fibroblasts and have suggested potential interactions. The finding that CD206^+^ macrophages communicate with *Gpnmb*^hi^ fibroblasts provides mechanistic evidence for subpopulation-specific interactions in wound healing. Further elucidation of dynamic communications among macrophage and fibroblast subpopulations would not only reveal the responses and functions of cellular communities but also identify the mechanisms that can be targeted for therapeutic strategies for wound healing. Overall, we expect the results of the present study to facilitate the elucidation of the biological function of macrophage-fibroblast communication not only in skin but also in other tissues. Because fibrosis and remodeling are the hallmarks of organ dysfunction in chronic noncommunicable diseases and aging, elucidation of cellular communications between macrophages and fibroblasts may also lead to identification of novel therapeutic and diagnostic targets in age-associated diseases.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*Mrc1-DTR* (*M. musculus*)	Nawaz et al, 2017	N/A
C57BL/6J (*M. musculus*)	Sankyo Labo Service	N/A
Human earlobe keloid	This study	N/A
**Recombinant DNA**		
Recombinant Mouse PDGF-AA	Bioplegend	776308
**Antibodies**		
CD45-Brilliant Violet 421	Biolegend	103133
CD11b-PE/Cy7	BD Pharmingen	552850
F4/80-PE	BD Pharmingen	565410
CD206-PE/Dazzle594	Biolegend	141731
CD31-PE/Cy7	BD Pharmingen	561410
CD26-FITC	Biolegend	137805
Anti-CD206	Bio-Rad	MCA2235GA
Anti-engrailed-1	Thermo Fisher Scientific	PA5-14149
Anti-CD26	R&D Systems	AF954
Anti-FAP	R&D Systems	MAB9727
Anti-PDGF-A	Santa Cruz Biotechnology	SC-9974
Alexa Fluor 488 conjugated anti-rabbit	Invitrogen	A-11070
Alexa Fluor 546 conjugated anti-rat	Invitrogen	A-11081
Alexa Fluor 647 conjugated anti-mouse	Jackson ImmunoResearch	115-607-187
Anti-mannose receptor	Abcam	ab64693
Anti-engrailed-1	Bioss	BS-11744R
**Oligonucleotides and other sequence-based reagents**		
PCR primer	This study	Table EV1
**Chemicals, enzymes, and other reagents**		
Carprofen	Zoetis	170742
Depilatory cream	Kracie	4901417840417
Isoflurane	Viatris	901036504
Diphtheria toxin	Sigma	D0564-1MG
Liberase TL	Roche	5401020001
RPMI	FUJIFILM	4548995066268
7AAD	BD Pharmingen	555816
FBS	Cytiva	SH30910.3
D-PBS	Nacalai	14249-24
Chromium Single Cell 3′ Reagent Kit v3	10x Genomics	PN-1000092
7.5% BSA in PBS	Thermo Fisher	1520037
NEBNext Ultra RNA Library Prep kit	New England Biolab	E7530
Ethanol	Nacalai	14713-95
Xylene	Nacalai	36611-45
Tissue Tek OCT compound	Sakura Finetek	4583
Nucleospin RNA	Macherey-Nagel	740955.50
TaqMan™ Fast Advanced Master Mix for qPCR	Appliedbiosystems	01225284
ReverTra Ace qPCR RT Master Mix with genomic DNA (gDNA) Remover	TOYOBO	FSQ-201
DMEM	Nacalai	08458-16
Penicillin/Streptomycin	Nacalai	09367-34
L-Ascorbic Acid Phosphate	FUJIFILM	4987481395756
PDGF-AA	BioLegend	776302
**Software**		
FACS DIVA software	https://www.bdbiosciences.com/en-eu/products/software/instrument-software/bd-facsdiva-software	
FlowJo Software v10	https://www.flowjo.com/flowjo/download	
Cell Ranger pipeline (v 6.0.0)	https://www.10xgenomics.com/support/software/cell-ranger/latest/release-notes/cr-release-notes	
Seurat v4 and v5	https://satijalab.org/seurat/	
SCALA	https://github.com/PavlopoulosLab/SCALA	
decoupleR	https://saezlab.github.io/decoupleR/	
LIANA+	https://liana-py.readthedocs.io/en/latest/	
CellChat	http://www.cellchat.org	
STAR	https://github.com/alexdobin/STAR	
HOMER	https://docs.seqera.io/multiqc/modules/homer	
GSEA	https://www.gsea-msigdb.org/gsea/index.jsp	
DESeq2	https://bioconductor.org/packages/release/bioc/html/DESeq2.html	
ImageJ	https://imagej.net/ij/	
Prism software	https://www.graphpad.com	
**Other**		
BD FACS Aria III	BD Biosciences	
Chromium Controller	10x Genomics	
Agilent Bioanalyzer 2100	Agilent	
Illumina Hiseq 2500	Illumina	
Novaseq	Illumina	
BZ-X810 microscope	Keyence	
QuantStudio 5	Thermo Fisher Scientific	

### Animals

*Mrc1-DTR* mice were the same as those used previously (Nawaz et al, 2017). Male mice that were 7–9 weeks old were used in each experimental group. All mice were maintained in our institution’s animal facility, with a 12 h/12 h light-dark cycle and free access to food and water. The standard splinted wound model was done as previously described (Dunn et al, 2013). In brief, the surgical site was prepared by removing fur from the base of the neck to 3 cm further down the back and between the two shoulder blades with clippers. Depilatory cream was applied, and the cream and remaining fur were removed with a wet gauze. A biopsy punch was used to create four full-thickness excisional wounds of 5 mm in diameter on the backs of each mouse under isoflurane anesthesia. A silicone ring was placed around each wound with adhesive and sutured to prevent healing by contraction. For moist wound healing, wounds were covered with a transparent occlusive dressing, which was changed every other day under isoflurane anesthesia. Carprofen (5 mg/kg) was administered once daily via subcutaneous injection for post operative pain relief. Each wound site was photographed on a fixed day, and the relative wound area was calculated as wound area divided by the area of the splint hole. All experimental procedures were conducted according to the protocol approved by the President of Nippon Medical School after being reviewed by the Nippon Medical School Animal Care and Use Committee (Approval No. H30-12). We adhered to the relevant guidelines and regulations concerning the management and handling of experimental animals. This study is reported in accordance with the ARRIVE guidelines (https://arriveguidelines.org).

### Diphtheria toxin injection

Diphtheria toxin (DT; Sigma, St. Louis, MO) was dissolved in water to the desired concentration for injection. To deplete CD206-expressing cells, 10 µl of 40 ng/µl DT was intraperitoneally injected into *Mrc1-DTR* mice and WT mice every other day. Wound tissue was harvested 2 days after the last injection.

### Preparation of single-cell suspensions

For the scRNA-seq and flow cytometry analyses, mouse wound bed and back skin were captured using a 10 mm biopsy punch. The recovered tissue was then minced with scissors and digested with 125 µg/ml Liberase TL (Roche, Basel, Switzerland) in RPMI. Minced samples were incubated at 37 °C for 1 h 20 min with rotation, filtered through 70 µm and 40 µm filters, centrifuged, and resuspended in 2% FBS/PBS.

### Flow cytometry and cell sorting

Cells were stained with the following antibodies for 30 min on ice: CD45-Brilliant Violet 421 (Biolegend, CA, USA; 1:100), CD11b-PE/Cy7 (BD Pharmingen, CA, USA; 1:100), F4/80-PE (BD Pharmingen, CA, USA; 1:100), CD206-PE/Dazzle594 (Biolegend, CA, USA; 1:100), CD31-PE/Cy7 (BD Pharmingen, CA, USA; 1:100), CD26-FITC (Biolegend, CA, USA; 1:100). Immediately before sorting, 7AAD (BD Pharmingen, CA, USA) was added at a concentration of 1 μg/mL. Cell sorting was performed on a BD FACS Aria III with FACS DIVA software (BD Biosciences, CA, USA). FlowJo Software v10 (FlowJo, Ashland, OR) was used to analyze the flow cytometry data. In all conditions, the experiment was repeated three times. Statistical Analysis was performed using ANOVA followed by Tukey’s post hoc test.

### Single-cell library generation

Live cells (7AAD-negative) were sorted from mouse wound tissue (3 mice/group) and processed for droplet-based scRNA-seq. Two technical replicates were performed, no biological replicates. Single-cell capture and library generation were performed using the Chromium Single Cell 3’ Reagent Kit v3 (10x Genomics, CA, USA), according to the manufacturer’s protocol. Sorted cells were resuspended at a concentration of approximately 1,000 cells/µL in PBS containing 0.04% BSA. We targeted 10,000 cells per sample for capture. For sample preparation, each single-cell suspension was mixed with RT-PCR master mix and loaded with Single Cell 3′ v3 Gel Beads and Partitioning Oil onto Chromium Chip B. The chip was then loaded onto a Chromium Controller for single-cell GEM generation. Immediately following GEM generation, the Gel Beads were dissolved, primers were released, and any co-partitioned cells were lysed. Incubation of the GEMs produced barcoded, full-length cDNA from poly-adenylated mRNA. After GEM disruption, full-length cDNA was amplified to generate a sufficient mass for library construction. Finally, amplified cDNAs were fragmented, and adapter and sample indexes were added to finished libraries. The size profiles of the pre-amplified cDNA and sequencing libraries were examined with an Agilent Bioanalyzer 2100 using a High Sensitivity DNA chip (Agilent Technologies, CA, USA). Libraries were sequenced on an Illumina Hiseq 2500 (Illumina, CA, USA).

### Analysis of scRNA-seq data

Sequencing data were analyzed using the Cell Ranger pipeline (v 6.0.0). Cell Ranger mkfastq was used to convert the barcode and read data to FASTQ files. Cell Ranger count was used to identify cell barcodes aligned to an indexed mm10 mouse genome. The count matrix data were analyzed using Seurat v4 and v5 (Hao et al, 2021) and in part using SCALA (Tzaferis et al, 2023). The data from all samples were combined, and an aggregate Seurat object was generated. To remove poor quality cells and doublet cells, we filtered cells that had more than 2000 unique features or 500 fewer, >6% mitochondrial RNAs. Smaller clusters expressing markers for multiple cell types were removed as doublets. After principal component analysis (PCA) was performed and a resolution of 0.2 was set, we obtained 12 clusters for the sample. These clusters were also identified based on the presence/absence of known marker genes of major cell types. To subcluster the macrophage population, the FindSubCluster function was used.

Marker genes of each cluster were identified by Wilcoxon rank-sum tests using the FindMarkers function of Seurat. For over-representation analysis, the top 200 upregulated genes with FDR <0.01 in each subpopulation were analyzed for enrichment with MSigDB hallmark and Reactome using decoupleR (Castanza et al, 2023; Subramanian et al, 2005).

Ligand–receptor interactions were analyzed using LIANA+ python package (Dimitrov et al, 2024; Dimitrov et al, 2022), using secreted signaling pairs of CellChat (Jin et al, 2021). *Plac8*^hi^ and *Crabp1*^hi^ fibroblasts were combined as a *Gpnmb*^lo^ fibroblast population. The interactions were analyzed using LIANA+’s rank aggregate function with default parameters, except for expr_prop, which was set to 0.05.

### RNA-seq

Poly-A mRNA was extracted from total RNA using a NEBNext poly(A) mRNA magnetic isolation module (New England Biolab), and RNA-seq libraries were prepared using a NEBNext Ultra RNA Library Prep kit for Illumina according to the manufacturer’s protocol (New England Biolab). The libraries were then PCR-amplified for approximately 12 cycles and sequenced on a Novaseq (Illumina). Reads were aligned to the mm10 mouse genome using STAR (Dobin et al, 2013). Expression analysis of the RNA-seq data was performed using HOMER (Heinz et al, 2010). GSEA (Subramanian et al, 2005) was performed using rank files generated from expression data analyzed using DESeq2.

### Gene sets enriched in macrophage subpopulations

Over-representation analysis of the top 100 upregulated genes in each subpopulation, compared to the rest, with MSigDB hallmark (H) and Reactome (R) gene sets using decoupleR (Badia et al, 2022; Castanza et al, 2023; Subramanian et al, 2005). The top 10 terms with FDR <0.15 are shown. Top 200 gene lists of macrophage subclusters are also shown in Dataset EV2.

### Histology and immunofluorescence staining

Mouse back skin and wound beds were harvested for histology. Harvested tissues were fixed using Tissue-Tek Ufix (Sakura Finetek, Tokyo, Japan), embedded in paraffin, and cut into 10 µm-thick sections. Sections were then deparaffinized, rehydrated, and quickly washed in a 70, 80, 90, 95, and 100% ethanol series before finally washing twice in xylene. Images of hematoxylin and eosin (HE) and Masson-trichrome-stained sections were acquired using a BZ-X810 microscope (Keyence, Osaka, Japan) and analyzed to assess the thickness of granulation tissues. Granulation tissue thickness was measured at five points on each slide from three mice per group using ImageJ software.

For immunofluorescence staining, wound tissues were submerged in Tissue Tek OCT compound (Sakura Finetek, Tokyo, Japan) for 5 min at room temperature. Tissues were then embedded in Tissue Tek OCT under dry ice to achieve rapid freezing. Frozen blocks were mounted on a cryostat, and 6 µm-thick sections were transferred to slides. Fresh frozen sections (6 µm) were fixed in 4% paraformaldehyde for 5 min at room temperature. Next, slides were blocked for 1 h with 10% donkey serum prior to incubation with the following primary antibodies at 4 °C overnight: anti-CD206 (MCA2235GA, Bio-Rad, CA, USA; 1:200), anti-engrailed-1 (PA5-14149, Thermo Fisher Scientific, CA, USA; 1:200), anti-CD26 (AF954, R&D Systems, MN, USA; 1:200), anti-FAP (MAB9727, R&D Systems, MN, USA; 1:200) and anti-PDGF-A (SC-9974, Santa Cruz Biotechnology, CA, USA; 1:200). After washing, Slides were stained with the following secondary antibodies at room temperature for 1 h: Alexa Fluor 488 conjugated anti-rabbit (A-11070, Invitrogen, CA, USA; 1:500), Alexa Fluor 546 conjugated anti-rat (A-11081, Invitrogen, CA, USA; 1:500), and Alexa Fluor 647 conjugated anti-mouse (115-607-187, Jackson ImmunoResearch, PA, USA; 1:500) antibodies. Finally, slides were stained with DAPI. Immunofluorescence images were obtained using a BZ-X810 microscope (Keyence) at 4, 10, 20 and 40 x magnification. Quantitative analysis of labeled cells was based on the methods described previously (Junankar et al, 2006). Briefly, cells were counted in three random high-power fields per wound area in tissue sections from three mice per group using ImageJ software.

### Quantitative RT-PCR

Total RNA was isolated using Nucleospin RNA (Macherey-Nagel, Düren, Germany), according to the manufacturer’s instructions. Complementary DNA (cDNA) was synthesized using ReverTra Ace qPCR RT Master Mix with genomic DNA (gDNA) Remover (TOYOBO). All qPCR analyses were performed with QuantStudio 5 using the Taqman assay system (Thermo Fisher Scientific, CA, USA). Values obtained by the ddCt method were normalized to the expression of *Gapdh* and then further normalized to the values in the control samples.

### Primary mouse fibroblast culture

Culture of mouse newborn skin fibroblasts was done as previously described (Reiisi et al, 2010). In brief, newborn mice were sacrificed by decapitation and their trunk skin was removed with forceps. After removing the fat, the skin was sliced into small pieces. Skin pieces were then placed into a 60 mm cell culture dish containing 4 ml fibroblast growth medium (DMEM supplemented with 10% FBS, 1% Penicillin/Streptomycin and 50 µg/mL L-Ascorbic Acid Phosphate). Cells were incubated at 37 °C in the presence of 5% CO_2_ and treated with PDGF-AA as previously described (Juhl et al, 2020). For experiments, primary mouse fibroblasts were seeded on gelatin-coated 48-well plates at 30,000 cells per well in fibroblast growth medium. After 24 h, the culture medium was replaced with medium containing 1% FBS and incubated for an additional 24 h. The cells were then treated with 40 ng/mL mouse PDGF-AA (BioLegend, catalog number 776302) for 7 days. PDGF-AA was prepared by dissolving it in PBS containing 0.2% BSA. During the 7-day culture period, the medium was refreshed on days 3 and 5.

### Treatment of mice with PDGF-AA

To evaluate the effects of topically administered PDGF-AA on wound healing, *Mrc1-DTR* mice with standard splinted wounds were used. Treatment with PBS and recombinant PDGF-AA was performed as described previously (Demaria et al, 2014). Mice were treated with PDGF-AA (20 ng topical application) or PBS (control) for 10 days, starting 1 day after wounding. Each wound site was photographed on a fixed day, and the relative wound area was calculated as wound area divided by the area of the splint hole.

### Human keloid samples

Surgically excised keloid tissues from the earlobes of three patients were utilized for this study. All samples were subjected to immunohistochemical analysis. The cohort consisted of two males and one female, all of Asian descent, with a mean age of 24.7 years.

### Immunostaining of human keloid samples

The surgically excised human earlobe keloid tissues were fixed in 10% formalin, embedded in paraffin, and sliced into 8 μm cross sections. Specimens were subjected to HE staining and immunostaining. The antibodies used were as follows: anti-mannose receptor antibody (Abcam, ab64693) and anti-engrailed-1 antibody (Bioss, BS-11744R).

### Statistical analysis

Data are presented as mean ± SD except where otherwise indicated. Sample sizes were not based on power calculations. Statistical significance was determined using the two-tailed Student’s *t* test. Two-way ANOVA followed by post hoc Tukey’s post hoc test was used for experiments involving two factors, except where otherwise indicated. Significant values are indicated as *P < 0.05. All statistical analyses were performed using Prism software (GraphPad, San Diego, CA, USA).

### Ethics declarations

This study was conducted in accordance with the principles of the Declaration of Helsinki and approved by the Institutional Ethics Committee of Nippon Medical School Hospital, Tokyo, Japan (B-2024-894). All study participants provided written informed consent.

## Supplementary information

Table EV1

Peer Review File

Data Set EV1

Data Set EV2

Source data Fig. 1

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

The datasets presented in this study can be found online in the GEO database under accession number GSE268684. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00496-4.

## References

[CR1] Abbasi S, Sinha S, Labit E, Rosin NL, Yoon G, Rahmani W, Jaffer A, Sharma N, Hagner A, Shah P et al (2020) Distinct regulatory programs control the latent regenerative potential of dermal fibroblasts during wound healing. Cell Stem Cell 27:396–412.e39632755548 10.1016/j.stem.2020.07.008

[CR2] Andrae J, Gallini R, Betsholtz C (2008) Role of platelet-derived growth factors in physiology and medicine. Genes Dev 22:1276–131218483217 10.1101/gad.1653708PMC2732412

[CR3] Badia IMP, Velez Santiago J, Braunger J, Geiss C, Dimitrov D, Muller-Dott S, Taus P, Dugourd A, Holland CH, Ramirez Flores RO et al (2022) decoupleR: ensemble of computational methods to infer biological activities from omics data. Bioinform Adv 2:vbac01636699385 10.1093/bioadv/vbac016PMC9710656

[CR4] Baum CL, Arpey CJ (2005) Normal cutaneous wound healing: clinical correlation with cellular and molecular events. Dermatol Surg 31:674–686. discussion 68615996419 10.1111/j.1524-4725.2005.31612

[CR6] Buechler MB, Fu W, Turley SJ (2021a) Fibroblast-macrophage reciprocal interactions in health, fibrosis, and cancer. Immunity 54:903–91533979587 10.1016/j.immuni.2021.04.021

[CR7] Buechler MB, Pradhan RN, Krishnamurty AT, Cox C, Calviello AK, Wang AW, Yang YA, Tam L, Caothien R, Roose-Girma M et al (2021b) Cross-tissue organization of the fibroblast lineage. Nature 593:575–57933981032 10.1038/s41586-021-03549-5

[CR8] Castanza AS, Recla JM, Eby D, Thorvaldsdottir H, Bult CJ, Mesirov JP (2023) Extending support for mouse data in the Molecular Signatures Database (MSigDB). Nat Methods 20:1619–162037704782 10.1038/s41592-023-02014-7PMC11397807

[CR9] Correa-Gallegos D, Ye H, Dasgupta B, Sardogan A, Kadri S, Kandi R, Dai R, Lin Y, Kopplin R, Shenai DS et al (2023) CD201(+) fascia progenitors choreograph injury repair. Nature 623:792–80237968392 10.1038/s41586-023-06725-xPMC10665192

[CR10] Davies LC, Rosas M, Jenkins SJ, Liao CT, Scurr MJ, Brombacher F, Fraser DJ, Allen JE, Jones SA, Taylor PR (2013) Distinct bone marrow-derived and tissue-resident macrophage lineages proliferate at key stages during inflammation. Nat Commun 4:188623695680 10.1038/ncomms2877PMC3842019

[CR11] Demaria M, Ohtani N, Youssef SA, Rodier F, Toussaint W, Mitchell JR, Laberge RM, Vijg J, Van Steeg H, Dolle ME et al (2014) An essential role for senescent cells in optimal wound healing through secretion of PDGF-AA. Dev Cell 31:722–73325499914 10.1016/j.devcel.2014.11.012PMC4349629

[CR12] Dimitrov D, Schafer PSL, Farr E, Rodriguez-Mier P, Lobentanzer S, Badia IMP, Dugourd A, Tanevski J, Ramirez Flores RO, Saez-Rodriguez J (2024) LIANA+ provides an all-in-one framework for cell-cell communication inference. Nat Cell Biol 26:1613–162239223377 10.1038/s41556-024-01469-wPMC11392821

[CR13] Dimitrov D, Turei D, Garrido-Rodriguez M, Burmedi PL, Nagai JS, Boys C, Ramirez Flores RO, Kim H, Szalai B, Costa IG et al (2022) Comparison of methods and resources for cell-cell communication inference from single-cell RNA-Seq data. Nat Commun 13:322435680885 10.1038/s41467-022-30755-0PMC9184522

[CR14] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013) STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29:15–2123104886 10.1093/bioinformatics/bts635PMC3530905

[CR15] Driskell RR, Lichtenberger BM, Hoste E, Kretzschmar K, Simons BD, Charalambous M, Ferron SR, Herault Y, Pavlovic G, Ferguson-Smith AC et al (2013) Distinct fibroblast lineages determine dermal architecture in skin development and repair. Nature 504:277–28124336287 10.1038/nature12783PMC3868929

[CR16] Dunn L, Prosser HC, Tan JT, Vanags LZ, Ng MK, Bursill CA (2013) Murine model of wound healing. J Vis Exp 28:e5026510.3791/50265PMC372456423748713

[CR17] Ezzo M, Spindler K, Wang JB, Lee D, Pecoraro G, Cowen J, Pakshir P, Hinz B (2024) Acute contact with profibrotic macrophages mechanically activates fibroblasts via alphavbeta3 integrin-mediated engagement of Piezo1. Sci Adv 10:eadp472639441936 10.1126/sciadv.adp4726PMC11498225

[CR18] Fan F, Saha S, Hanjaya-Putra D (2021) Biomimetic hydrogels to promote wound healing. Front Bioeng Biotechnol 9:71837734616718 10.3389/fbioe.2021.718377PMC8488380

[CR19] Fang Z, Liu X, Peltz G (2023) GSEApy: a comprehensive package for performing gene set enrichment analysis in Python. Bioinformatics 39:btac75736426870 10.1093/bioinformatics/btac757PMC9805564

[CR20] Finnerty CC, Jeschke MG, Branski LK, Barret JP, Dziewulski P, Herndon DN (2016) Hypertrophic scarring: the greatest unmet challenge after burn injury. Lancet 388:1427–143627707499 10.1016/S0140-6736(16)31406-4PMC5380137

[CR21] Fredriksson L, Li H, Eriksson U (2004) The PDGF family: four gene products form five dimeric isoforms. Cytokine Growth Factor Rev 15:197–20415207811 10.1016/j.cytogfr.2004.03.007

[CR22] Graubardt N, Vugman M, Mouhadeb O, Caliari G, Pasmanik-Chor M, Reuveni D, Zigmond E, Brazowski E, David E, Chappell-Maor L et al (2017) Ly6C(hi) monocytes and their macrophage descendants regulate neutrophil function and clearance in acetaminophen-induced liver injury. Front Immunol 8:62628620383 10.3389/fimmu.2017.00626PMC5451509

[CR23] Grotendorst GR, Martin GR, Pencev D, Sodek J, Harvey AK (1985) Stimulation of granulation tissue formation by platelet-derived growth factor in normal and diabetic rats. J Clin Invest 76:2323–23293908487 10.1172/JCI112243PMC424359

[CR24] Guerrero-Juarez CF, Dedhia PH, Jin S, Ruiz-Vega R, Ma D, Liu Y, Yamaga K, Shestova O, Gay DL, Yang Z et al (2019) Single-cell analysis reveals fibroblast heterogeneity and myeloid-derived adipocyte progenitors in murine skin wounds. Nat Commun 10:65030737373 10.1038/s41467-018-08247-xPMC6368572

[CR25] Gurtner GC, Werner S, Barrandon Y, Longaker MT (2008) Wound repair and regeneration. Nature 453:314–32118480812 10.1038/nature07039

[CR26] Hao Y, Hao S, Andersen-Nissen E, Mauck WM 3rd, Zheng S, Butler A, Lee MJ, Wilk AJ, Darby C, Zager M et al (2021) Integrated analysis of multimodal single-cell data. Cell 184:3573–3587.e352934062119 10.1016/j.cell.2021.04.048PMC8238499

[CR27] He X, Tolosa MF, Zhang T, Goru SK, Ulloa Severino L, Misra PS, McEvoy CM, Caldwell L, Szeto SG, Gao F et al (2022) Myofibroblast YAP/TAZ activation is a key step in organ fibrogenesis. JCI Insight 7:e14624335191398 10.1172/jci.insight.146243PMC8876427

[CR28] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK (2010) Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell 38:576–58920513432 10.1016/j.molcel.2010.05.004PMC2898526

[CR30] Horikawa S, Ishii Y, Hamashima T, Yamamoto S, Mori H, Fujimori T, Shen J, Inoue R, Nishizono H, Itoh H et al (2015) PDGFRalpha plays a crucial role in connective tissue remodeling. Sci Rep 5:1794826639755 10.1038/srep17948PMC4671150

[CR31] Jin S, Guerrero-Juarez CF, Zhang L, Chang I, Ramos R, Kuan CH, Myung P, Plikus MV, Nie Q (2021) Inference and analysis of cell-cell communication using CellChat. Nat Commun 12:108833597522 10.1038/s41467-021-21246-9PMC7889871

[CR32] Joost S, Annusver K, Jacob T, Sun X, Dalessandri T, Sivan U, Sequeira I, Sandberg R, Kasper M (2020) The molecular anatomy of mouse skin during hair growth and rest. Cell Stem Cell 26:441–457.e44732109378 10.1016/j.stem.2020.01.012

[CR33] Joost S, Jacob T, Sun X, Annusver K, La Manno G, Sur I, Kasper M (2018) Single-cell transcriptomics of traced epidermal and hair follicle stem cells reveals rapid adaptations during wound healing. Cell Rep 25:585–597.e58730332640 10.1016/j.celrep.2018.09.059

[CR34] Juhl P, Bondesen S, Hawkins CL, Karsdal MA, Bay-Jensen AC, Davies MJ, Siebuhr AS (2020) Dermal fibroblasts have different extracellular matrix profiles induced by TGF-β, PDGF and IL-6 in a model for skin fibrosis. Sci Rep 10:1730033057073 10.1038/s41598-020-74179-6PMC7560847

[CR35] Junankar SR, Eichten A, Kramer A, de Visser KE, Coussens LM (2006) Analysis of immune cell infiltrates during squamous carcinoma development. J Investig Dermatol Symp Proc 11:36–4310.1038/sj.jidsymp.565002417069009

[CR36] Krzyszczyk P, Schloss R, Palmer A, Berthiaume F (2018) The role of macrophages in acute and chronic wound healing and interventions to promote pro-wound healing phenotypes. Front Physiol 9:41929765329 10.3389/fphys.2018.00419PMC5938667

[CR37] Laschke MW, Elitzsch A, Vollmar B, Vajkoczy P, Menger MD (2006) Combined inhibition of vascular endothelial growth factor (VEGF), fibroblast growth factor and platelet-derived growth factor, but not inhibition of VEGF alone, effectively suppresses angiogenesis and vessel maturation in endometriotic lesions. Hum Reprod 21:262–26816172144 10.1093/humrep/dei308

[CR38] Lee HJ, Jang YJ (2018) Recent understandings of biology, prophylaxis and treatment strategies for hypertrophic scars and keloids. Int J Mol Sci 19:71129498630 10.3390/ijms19030711PMC5877572

[CR39] Lim CH, Sun Q, Ratti K, Lee SH, Zheng Y, Takeo M, Lee W, Rabbani P, Plikus MV, Cain JE et al (2018) Hedgehog stimulates hair follicle neogenesis by creating inductive dermis during murine skin wound healing. Nat Commun 9:490330464171 10.1038/s41467-018-07142-9PMC6249328

[CR40] Lucas T, Waisman A, Ranjan R, Roes J, Krieg T, Muller W, Roers A, Eming SA (2010) Differential roles of macrophages in diverse phases of skin repair. J Immunol 184:3964–397720176743 10.4049/jimmunol.0903356

[CR41] Martin P (1997) Wound healing—aiming for perfect skin regeneration. Science 276:75–819082989 10.1126/science.276.5309.75

[CR42] Mascharak S, desJardins-Park HE, Davitt MF, Griffin M, Borrelli MR, Moore AL, Chen K, Duoto B, Chinta M, Foster DS et al (2021) Preventing Engrailed-1 activation in fibroblasts yields wound regeneration without scarring. Science 372:eaba237433888614 10.1126/science.aba2374PMC9008875

[CR43] Mirza R, DiPietro LA, Koh TJ (2009) Selective and specific macrophage ablation is detrimental to wound healing in mice. Am J Pathol 175:2454–246219850888 10.2353/ajpath.2009.090248PMC2789630

[CR44] Nawaz A, Aminuddin A, Kado T, Takikawa A, Yamamoto S, Tsuneyama K, Igarashi Y, Ikutani M, Nishida Y, Nagai Y et al (2017) CD206(+) M2-like macrophages regulate systemic glucose metabolism by inhibiting proliferation of adipocyte progenitors. Nat Commun 8:28628819169 10.1038/s41467-017-00231-1PMC5561263

[CR45] Nawaz A, Bilal M, Fujisaka S, Kado T, Aslam MR, Ahmed S, Okabe K, Igarashi Y, Watanabe Y, Kuwano T et al (2022) Depletion of CD206(+) M2-like macrophages induces fibro-adipogenic progenitors activation and muscle regeneration. Nat Commun 13:705836411280 10.1038/s41467-022-34191-yPMC9678897

[CR46] Oefner C, D’Arcy A, Winkler FK, Eggimann B, Hosang M (1992) Crystal structure of human platelet-derived growth factor BB. EMBO J 11:3921–39261396586 10.1002/j.1460-2075.1992.tb05485.xPMC556902

[CR47] Phan QM, Sinha S, Biernaskie J, Driskell RR (2021) Single-cell transcriptomic analysis of small and large wounds reveals the distinct spatial organization of regenerative fibroblasts. Exp Dermatol 30:92–10133237598 10.1111/exd.14244PMC7839523

[CR48] Pierce GF, Mustoe TA, Altrock BW, Deuel TF, Thomason A (1991) Role of platelet-derived growth factor in wound healing. J Cell Biochem 45:319–32610.1002/jcb.2404504032045423

[CR49] Pierce GF, Mustoe TA, Lingelbach J, Masakowski VR, Griffin GL, Senior RM, Deuel TF (1989) Platelet-derived growth factor and transforming growth factor-beta enhance tissue repair activities by unique mechanisms. J Cell Biol 109:429–4402745556 10.1083/jcb.109.1.429PMC2115493

[CR50] Reiisi S, Esmaeili F, Shirazi A (2010) Isolation, culture and identification of epidermal stem cells from newborn mouse skin. Vitr Cell Dev Biol Anim 46:54–5910.1007/s11626-009-9245-y19915936

[CR51] Rinkevich Y, Walmsley GG, Hu MS, Maan ZN, Newman AM, Drukker M, Januszyk M, Krampitz GW, Gurtner GC, Lorenz HP et al (2015) Skin fibrosis. Identification and isolation of a dermal lineage with intrinsic fibrogenic potential. Science 348:aaa215125883361 10.1126/science.aaa2151PMC5088503

[CR64] Rodero MP, Khosrotehrani K (2010) Skin wound healing modulation by macrophages. Int J Clin Exp Pathol 3:643-65320830235 PMC2933384

[CR53] Shook B, Xiao E, Kumamoto Y, Iwasaki A, Horsley V (2016) CD301b+ macrophages are essential for effective skin wound healing. J Investig Dermatol 136:1885–189127287183 10.1016/j.jid.2016.05.107PMC5727894

[CR54] Shook BA, Wasko RR, Rivera-Gonzalez GC, Salazar-Gatzimas E, Lopez-Giraldez F, Dash BC, Munoz-Rojas AR, Aultman KD, Zwick RK, Lei V et al (2018) Myofibroblast proliferation and heterogeneity are supported by macrophages during skin repair. Science 362:eaar297130467144 10.1126/science.aar2971PMC6684198

[CR55] Singer AJ, Clark RA (1999) Cutaneous wound healing. N Engl J Med 341:738–74610471461 10.1056/NEJM199909023411006

[CR56] Smiell JM, Wieman TJ, Steed DL, Perry BH, Sampson AR, Schwab BH (1999) Efficacy and safety of becaplermin (recombinant human platelet-derived growth factor-BB) in patients with nonhealing, lower extremity diabetic ulcers: a combined analysis of four randomized studies. Wound Repair Regen 7:335–34610564562 10.1046/j.1524-475x.1999.00335.x

[CR57] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES et al (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA 102:15545–1555016199517 10.1073/pnas.0506580102PMC1239896

[CR58] Tzaferis C, Karatzas E, Baltoumas FA, Pavlopoulos GA, Kollias G, Konstantopoulos D (2023) SCALA: a complete solution for multimodal analysis of single-cell Next Generation Sequencing data. Comput Struct Biotechnol J 21:5382–539338022693 10.1016/j.csbj.2023.10.032PMC10651449

[CR59] Wang ECE, Dai Z, Ferrante AW, Drake CG, Christiano AM (2019) A subset of TREM2(+) dermal macrophages secretes oncostatin M to maintain hair follicle stem cell quiescence and inhibit hair growth. Cell Stem Cell 24:654–669.e65630930146 10.1016/j.stem.2019.01.011

[CR60] Wang J (2018) Neutrophils in tissue injury and repair. Cell Tissue Res 371:531–53929383445 10.1007/s00441-017-2785-7PMC5820392

[CR61] Wu LW, Chen WL, Huang SM, Chan JY (2019) Platelet-derived growth factor-AA is a substantial factor in the ability of adipose-derived stem cells and endothelial progenitor cells to enhance wound healing. FASEB J 33:2388–239530265575 10.1096/fj.201800658R

[CR62] Xu X, Gu S, Huang X, Ren J, Gu Y, Wei C, Lian X, Li H, Gao Y, Jin R et al (2020) The role of macrophages in the formation of hypertrophic scars and keloids. Burns Trauma 8:tkaa00632341919 10.1093/burnst/tkaa006PMC7175772

[CR63] Zubair M, Ahmad J (2019) Role of growth factors and cytokines in diabetic foot ulcer healing: a detailed review. Rev Endocr Metab Disord 20:207–21730937614 10.1007/s11154-019-09492-1

# Supplementary material for: CD206+ macrophages facilitate wound healing through interactions with Gpnmbhi fibroblasts
**Source:** EMBO Rep. 2025 Jun 10;26(14):3679–704. doi: 10.1038/s44319-025-00496-4
**Supplement:** Supplementary file 1 — Table EV1

**Gpnm<sup>hi</sup> fibroblast****Upregulated gene sets**

| Gene set                | NES   | FDR q-val |
|-------------------------|-------|-----------|
| Cholesterol Homeostasis | 1.658 | 0.017     |
| Fatty Acid Metabolism   | 1.672 | 0.021     |
| mTORC1 Signaling        | 1.691 | 0.033     |

**Downregulated gene sets**

| Gene set          | NES    | FDR q-val |
|-------------------|--------|-----------|
| KRAS Signaling DN | -1.696 | 0.071     |
| Coagulation       | -1.725 | 0.122     |

**Plac<sup>8hi</sup> fibroblast****Upregulated gene sets**

| Gene set                | NES   | FDR q-val |
|-------------------------|-------|-----------|
| mTORC1 Signaling        | 1.825 | 0.016     |
| Cholesterol Homeostasis | 1.698 | 0.040     |
| G2M Checkpoint          | 1.595 | 0.057     |
| E2F Targets             | 1.550 | 0.073     |

**Downregulated gene sets**

| Gene set          | NES    | FDR q-val |
|-------------------|--------|-----------|
| P53 Pathway       | -1.625 | 0.106     |
| KRAS Signaling DN | -1.686 | 0.142     |

**Crabp<sup>1hi</sup> fibroblast****Upregulated gene sets**

| Gene set                | NES   | FDR q-val |
|-------------------------|-------|-----------|
| Cholesterol Homeostasis | 1.749 | 0.001     |
| mTORC1 Signaling        | 1.673 | 0.006     |
| Peroxisome              | 1.621 | 0.011     |
| MYC targets             | 1.527 | 0.033     |

**Downregulated gene sets**

| Gene set                                 | NES    | FDR q-val |
|------------------------------------------|--------|-----------|
| KRAS signaling DN                        | -2.464 | 0.004     |
| Coagulation                              | -2.108 | 0.034     |
| TNF $\alpha$ Signaling via NF $\kappa$ B | -1.318 | 0.147     |

**Table EV1****GSEA of differentially regulated genes by CD206+ depletion**

Molecular Signatures Database (MSigDB) hallmark gene sets that were positively and negatively enriched in Gpnm<sup>hi</sup>, Plac<sup>8hi</sup> and, Crabp<sup>1hi</sup> fibroblast subpopulations in Mrc1-DTR wounds compared to the control wounds (FDR < 0.15). NES, normalized enrichment score.

# Supplementary material for: CD206+ macrophages facilitate wound healing through interactions with Gpnmbhi fibroblasts
**Source:** EMBO Rep. 2025 Jun 10;26(14):3679–704. doi: 10.1038/s44319-025-00496-4
**Supplement:** Supplementary file 4 — Data Set EV2

**Datasets EV 2**

**Top gene lists of macrophage subclusters**

**Cluster 0 *C1qa*^+^**

Cd4, Fxyd2, Igf1, Gm47283, Lpl, Mid1, Ccl8, Aspn, Atp6v0d2, Arhgap19, Vcam1, Gdf15, Gas6, Tanc2, Aebp1, Igfbp4, Mgl2, Dcn, Serpinb6a, Sprr1b, Rapsn, Fcrls, Lum, Mmp12, Ppfibp2, Rarres2, Ifi202b, Serpina3n, Mmp2, Krt10, Col1a2, Mmp3, Tspan4, Ttyh2, Col1a1, Acss1, Blnk, Sprr1a, Serping1, Hpgds, Gdpd1, Spic, Epcam, Cpxm1, Anpep, Syngr1, Ctsk, Krt77, Serpinb5, Sparc, Serpinb2, Cd72, Apod, Krt1, Fxyd3, Clec4b1, Perp, Cxcl12, Klk7, Cst6, Col5a2, Krt5, C1qa, Ly6g6c, Serpinf1, Adam19, Cela1, Col3a1, Lypd3, S100a14, Gpx3, Il33, Pltp, Bgn, Dnmt3a, Calm4, Pparg, C1qc, Wwp1, Gramd1b, Itga9, Pmp22, S100a16, Zfp704, Timp2, Vkorc1, Krt16, Ptx3, Reps2, Selenop, Slamf9, Krt14, Plpp3, Folr2, Lpcat1, Krtdap, Slc29a1, Cpq, Serpinb9, Sgpp1, Fstl1, Tns1, Pdgfa, Slamf8, Ms4a7, 2310046K23Rik, Lgals7, Cgref1, Slamf7, Clec10a, Tmem26, Sbsn, Abca9, Npl, Htra1, Slc25a10, Tacstd2, Igfbp7, Cd63, C1qb, Fblim1, Cd81, Defb6, Stmn1, Pkp4, Gpt2, Nr1d2, Fam83f, Ly6d, Frmd4b, Tmem176a, Ahnak2, Krt17, Gpnmb, Fbxo32, Fabp4, Ly9, Ccdc34, BC100530, Hmgn1, Gm5547, Plet1, Arhgef12, Elmsan1, Slc30a1, Ebi3, Hvcn1, Fosb, Tmem176b, Jup, H2-Eb1, Itgax, Dnah2, Il11ra1, Gga2, Tmem140, Pdgfb, Pdlim4, Lipa, Krt79, Fnbp1l, Nrp1, H2-Aa, Traf5, Rassf3, Fem1b, Fcgrt, H2-Ab1, Pla2g15, Axl, Smagp, Tmem267, Il10, Slc27a1, Jmy, Tbc1d4, Hexb, Zmynd15, Epb41l4aos, Pld3, C4b, Clec12a, Mtss1, Trem2, Itsn1, Rcan1, Pxdc1, Mcoln2, Hebp1, Ckb, Ighm, Sfn, Mkl1, Cipc, Ndrg1, Rnase4, Plxnc1, Hist1h2bc, Slc11a2, Rgs1

**Cluster 1 *Vcan*^+^**

Wfdc21, Lcn2, Ifitm6, Hp, Sell, Vcan, Lrg1, Mcemp1, Mmp8, Jaml, Trem3, F5, Plcb1, Cd177, Prtn3, Gnb5, Rab44, Flt3, Il18rap, Ifitm1, Htr7, Tgm1, Slc16a3, Tarm1, Ltb4r1, Rdh12, Trem1, Gm15283, Smpdl3b, Il1r2, Gm9733, Casp6, Chil3, Hdc, Slpi, Plac8, Napsa, Treml4, Saa3, Rdh11, Gm26699, Il1b, Gm49368, Ugt1a6a, Dgat2, Crtc3, Pi16, Slc15a2, Dusp16, Igfbp6, Klra2, Nod2, Pbx1, Itgal, Pik3cg, Acsf2, Itga1, Cish, Sipa1l1, Dmkn, Sdf2l1, Slfn1, Inpp1, Sorl1, Slc4a11, Samsn1, Abcc4, Adap2os, Lpar6, Dgkg, Pnkp, Gm26669, Stn1, Arhgap26, Uck2, 1600014C10Rik, Spint1, Fmnl1, Lrrk2, Clec4e, Il1rap, Cmtr1, Cd80, Abcb1a, Snx14, Map3k14, Ifitm2, Gm26740, Gsr, Matn4, Creld2, Card9, Cxxc5, S100a11, Coro1a, Rap2a, Rbm10, Sqor, Eed, Adora2b, Lax1, Gda, Bin2, Gm48065, Zfp52, Svil, Gm5150, Ms4a4b, Ppp1r21, Piwil2, Tnfaip8l2, Gapt, Ifitm3, Id1, Tes, Ugt1a7c, Ass1, Nlrx1, Stat4, Maml3, Emb, Ttll3, Wrn, Cenpq, Glipr2, AI839979, Bri3bp, Magohb, Arg2, Mgst1, Slc35b1, Gpr141, Nucb2, Upp1, Ramp3, Hhex, Vdr, Trps1, Ceacam1, Dcun1d3, Tlr4, Hinfp, 3110082I17Rik, Cux1, Acvr2a, Ccdc84, Ccdc71l, Tmem39a, Lyrm4, Dna2, Ncf4, Abca7, C5ar2, Slc7a11, Fcgr3, Cenpl, Sesn2, Pkd1l2, Adora2a, I830077J02Rik, Ndufaf7, Filip1l, Smchd1, Prkce, D16Ertd472e, Orai1, C130050O18Rik, Lyrm1, Cdk2ap2, Ssr2, Pde3b, Gpr84, Havcr2, Cass4, Gk, Coq2, Gm35154, Tjap1, Ufl1, Nedd9, Sept6, Gale, Gm29994, Gm16133, Flot1, Sirpb1c, Dnajb11, Med7, Stap1, Lrp10, Ufsp2, Glis3, Creb3l2, Mapkapk3, Samhd1, Dpep2, Trabd, F10, Pmvk, Auh

**Cluster 2 *Ccl7*^+^**

Calml4, Ccl7, Cbr2, Acod1, Ltc4s, Tmem8, Spon1, Tfeb, Enpp1, Slc26a11, Ccl2, Siglec1, Stxbp6, Oasl1, Ccl6, Ly6c2, Epb41l1, Slc28a2, Rarg, Syne3, Snx30, Wwc1, Tppp3, Cdc14b, Gm13212, Man2b2, Rnf141, Dusp7, Kcnn4, Il10, Tmem104, Fcgrt, Hip1, Cipc, Ly6a, Gprc5a, Folr2, Mcoln2, Parp3, Rgl1, Gpt2, Nfic, Mfsd12, Hk3, Tob1, Gnpda1, P2ry6, Tpcn1, Cdc42ep4, Adcy7, Sh3bp5, P2ry2, Irf2bpl, Cfb, Oaf, Trp53bp2, Hk1, Tatdn2, Psd3, Cdc42ep2, Nt5dc2, Cebpa, Gramd3, Phldb1, Marcksl1, B3gnt8, Nr1h3, Dhrs3, Slc2a6, Sdc3, Itpr1, Tnfrsf1b, Pira2, Homer3, Lat2, Rell1, Dennd4b, Stx11, Gm28875, Kif13b, Fnip2, Lifr, Ptpn23, Rnf41, 2310022A10Rik, Pdxk, Dgkz, Rhob, Bahd1, Rars, Slc8b1, Ifi27l2a, Itga5, Arap1, Cryba4, Naaa, Cxcr4, Snx27, Coro1c, Ldlrap1, Bcl2l1, Serpinb8, Zcchc2, Il18bp, Cdt1, Piezo1, Lasp1, Ncf1, Eps8, Fbxw7, Ednrb, Kras, Ubtd1, Vat1, Rab3gap2, Dennd4c, Ern1, Dirc2, F13a1, Tspan14, 3110043O21Rik, Cln5, Pepd, Tulp4, Asap1, Ptafr, Ttc7, Ms4a8a, Fam214b, Lgals9, Plin3, Rassf2, Mrc1, Stom, St6galnac4, Zdhhc18, Mef2a, Parvb, Rhov, Atp6v1c1, B4galt1, Slc9a3r1, Tcp11l2, Mcfd2, Cd300lf, Ezr, Camkk2, Cflar, Peli1, Dtnbp1, Slc35e4, Abcg1, Ilf3, Plxna1, Slc17a5, Tmem184b, Capn2, Acp2, Pfkfb3, Amdhd2, Dcxr, Actn4, Rasgrp4, Lyst, Nceh1, Irak2, Kif1c, Ifi205, Gas7, Ldlr, Washc5, Lhfpl2, Il17ra, Fgr, Lpxn, Rab31, Cpne2, Pcyt1a, Map7d1, Homer1, Tbc1d2b, Slc29a3, Ncoa3, Tet3, Galnt6, Rasa3, Plekho1, Adgre5, Lcp2, Gba, Tbc1d9, Ckb, Pacs2, Lgals1, Slc43a2, Aoah, Rhbdf2, Hpcal1, Slc16a6, Impact

**Cluster 3 *Cd9*^+^**

**Cluster 4 *Klf2*^+^**

AL732506.1, Hspa1a, Gm26759, Ccnb1ip1, Engase, Klf2, Hspa1b, Hist4h4, Bmyc, Hspb1, Ciart, Ankrd37, 1110035H17Rik, Fam71a, Pald1, Nr4a1, Il16, Wee1, Slc5a3, Grasp, Hes1, Fam69a, Spred3, Psme2b, Egr1, 5430416N02Rik, Fosb, Atf3, Cx3cr1, Dusp8, Gpr34, 1810011H11Rik, Id3, Zbtb10, 2700038G22Rik, Flt3l, Txnip, Bmf, Batf3, Rasgef1b, Btg2, Wdr12, Tyw1, Dtd2, Ciita, Lars2, Cd79b, 9930111J21Rik2, Ppfia4, Tnfsf9, Rcsd1, Sh2d1b1, Tbl3, Bbc3, Nup85, Ormdl3, Narf, Gm26917, Zkscan14, Gm26890, Slc20a1, Trim5, Dhfr, Hcar2, Msh3, Gdpd5, Urb1, Fos, Bcl2, Nudt22, Relt, Zfp715, Rassf5, Chd3os, Fam53b, Prr3, Zfp422, Cdpf1, Zfand1, Rbfa, Per1, Nudcd1, Mb21d1, Brf2, Snhg12, Ccrl2, Fgd2, Car9, Tmcc3, Trim47, Pim3, Usp2, Nudt13, Tifab, Trp53rkb, Dnajb1, Rgs2, Ccl4, Abcg3, Kptn, Chka, Pmaip1, Qtrt1, Card9, Pdcd2, Mettl2, Tagap, Plcxd2, Sh3bp1, Lyl1, Dcakd, Atp13a2, Zfp397, Lmo2, Slc12a9, Ssh2, Usp36, Cdkn2d, Cbx4, Zfp395, Aim2, Adrb2, Id1, 1810043G02Rik, Tmem229b, Usf1, Klf4, Rasgrp1, Ifi44, Fgd4, Kcnk6, Pdlim2, Dusp2, Slc52a2, Smagp, Dclre1c, Thap11, Sesn1, Gm15987, Arhgap39, B4galt3, Hsp90aa1, Stk38l, Sac3d1, Snta1, Irf1, Abi3, Adap1, Myo7a, Dusp1, Limd2, Sdhaf1, Map3k8, Gm26740, Rps6ka1, Gadd45b, Tpgs1, Nfkbid, Fam26f, Ccnd2, Slc7a6os, Sdad1, Nr1d1, Crebrf, Mknk1, Themis2, Hsph1, Jun, Apobec3, Kdr, Slamf9, Swap70, Itga6, Hspe1, Rnd3, Sirt3, Slc25a25, Clmp, Xpa, Manba, P2ry12, Mphosph10, Ldb1, Sap30, Rfng, Ifit2, Cd72, Mvb12b, Jund, Plk2, Fads1, A630001G21Rik, Gdf15, Bphl, Dedd2, Ehmt2, Arl4d, Prkra, Fgfr1op, Frat2

**Cluster 5 *Ifit1*^+^**

Ifit1bl1, Ifit3b, Ifit3, Ifit2, Apol9b, BC147527, Gm4951, Cxcl10, Cmpk2, Tnfsf10, Ifi208, Ifit1, Gbp5, Iigp1, Ifi214, Ddx4, Rsad2, Serpina3g, Gm5431, Tlr3, Phf11c, Mx1, Ifi206, Ifi47, 9930111J21Rik2, Slfn9, Herc6, Timeless, Cxcl9, Usp18, Ccr7, A530040E14Rik, Phf11b, Isg20, Gbp2, Phf11a, Ccnd1, Ifi213, Phf11d, Psme2b, Ccl5, Themis2, Fap, Igtp, Ccnd2, Ifi44, Klrk1, Nt5c3, Fam26f, Irgm2, Sema7a, Pml, Gbp4, Rilpl1, Il27, Ddx60, Trim14, Irgm1, Trim30c, Mitd1, Isg15, Setdb2, Rtn1, Batf2, Gbp8, Znfx1, Gbp3, Il15, Ttll9, Sass6, Daxx, Tor3a, Stat2, Ifi209, Ifih1, Oasl1, P2ry14, Nectin4, Asb13, Ctnnd2, Gbp7, 2310031A07Rik, Mov10, AW112010, Ddx58, Klrd1, Mmp13, Slfn5, Parp9, Parp14, Cd209a, Irf7, Ube2l6, Dtx3l, Cd40, C130026I21Rik, Parp10, BC051226, Uaca, Aldh1b1, Samd9l, Slc25a22, Apobec3, Mndal, Trim21, Trim30b, Trim30d, Gnb4, Gm8369, A530032D15Rik, Ifi205, I830077J02Rik, Tpst1, Sp140, Klrb1b, Sco1, Ppm1k, Ifi211, Mlkl, Oas3, Hmgn3, Il15ra, Treml2, P2ry10, Parp12, Frmd4a, Mb21d1, Ncoa7, Xaf1, Lipg, Rbm43, AW011738, Slfn8, Nlrc5, Nmi, Slfn1, Rin2, Pttg1, H2-T22, Zbp1, Zc3h7b, Rtp4, Ifi203, Kmo, Pnp, Rhof, Tap1, Kdr, Oasl2, Slfn4, Stat1, Oas2, Zufsp, Ciita, Trim30a, Slamf9, Cnp, Trafd1, Slamf8, Ifi35, Ms4a4b, Serpinb9, Eif2ak2, Ikzf1, Ccl12, March5, Dhx58, Axl, Rubcnl, Mthfr, Helz2, Ifi204, Tpx2, Tdrd7, Scimp, Sp110, Tmem140, Fam241a, Casp3, Nmral1, Gbp9, Epsti1, 1600014C10Rik, Fam46a, Ms4a4c, Sgcb, Rnf213, Gpsm2, AA467197, Pnpt1, Trim12c, Sap30, Slco3a1, Irf1, Uba7, Psmb9, Amigo3, Sp100, Tlr8, Tmem209

# Supplementary material for: CD206+ macrophages facilitate wound healing through interactions with Gpnmbhi fibroblasts
**Source:** EMBO Rep. 2025 Jun 10;26(14):3679–704. doi: 10.1038/s44319-025-00496-4
**Supplement:** Supplementary file 8 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Flow cytometric analysis of wound tissue.

Wound tissues were harvested from C57BL/6 mice at the indicated times after injury and analyzed by flow cytometry. (A) Gating strategy. Live cells were sub-gated based on CD45 and CD11b expression, and CD45<sup>+</sup>CD11b<sup>+</sup> myeloid cells were sub-gated based on the expression of Ly6G. Ly6G<sup>-</sup> cells were further sub-gated based on CD206 and F4/80 expression to reveal the CD206<sup>+</sup>F4/80<sup>+</sup> population. CD45<sup>-</sup>CD11b<sup>-</sup> cells were sub-gated based on CD31 and Epcam expression. CD31<sup>-</sup>Epcam<sup>-</sup>CD26<sup>+</sup> cells were defined as fibroblasts. The diagram for the control mice in Fig. 1B is presented again as a CD206 and F4/80 gating plot to show the correspondence. (B) Isotype control of the wound macrophages. The isotype control for wound macrophages was used to assess CD206 and F4/80 expression. The cells were stained with the respective antibodies, and instrument settings and compensation were adjusted using the corresponding isotype control. The analysis was performed using FlowJo software ( $n = 3$  wounds, biological replicates). The diagram for the control mice in Fig. 1B is presented again to show the correspondence. (C) Fluorescent minus one (FMO) control for the CD206 and F4/80 staining to identify and gate cells in flow cytometry experiments ( $n = 3$  wounds, biological replicates). (D-F) Temporal changes in the numbers of fibroblasts and macrophages in wounds. The number of CD206<sup>+</sup> macrophages per wound over time is shown (D). Data are shown as means  $\pm$  SD. \* $p = 0.0008$  (day 3), 0.0002 (day 5), 0.0685 (day 7), 0.9886 (day 14) by one-way ANOVA followed by Dunnett's multiple comparisons test ( $n = 3$  mice/group, biological replicates). The number of CD26<sup>+</sup> fibroblasts at 5 days post injury (E) and the proportion of CD45<sup>+</sup> cells relative to the total number of live cells (F) in our mouse skin injury model are shown. Data are shown as means  $\pm$  SD. \* $P = 0.0285$  (E), 0.0493 (F) by unpaired two-tailed Student's  $t$  test ( $n = 3$  mice/group, biological replicates).

A

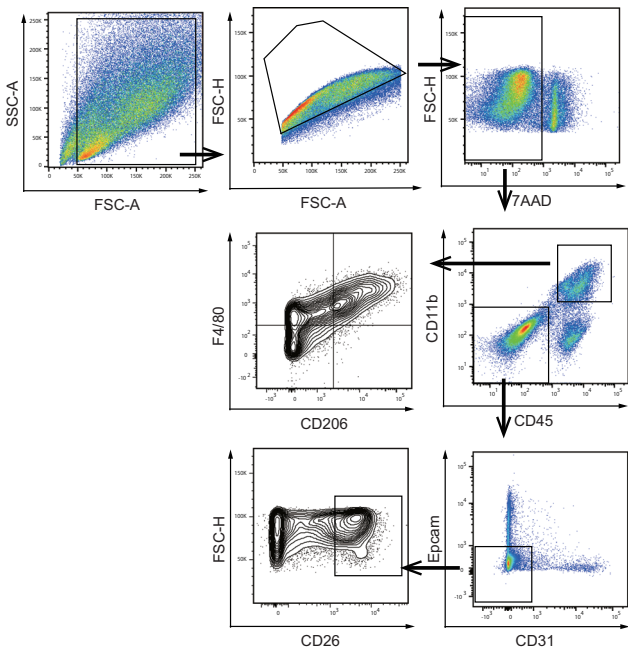

B

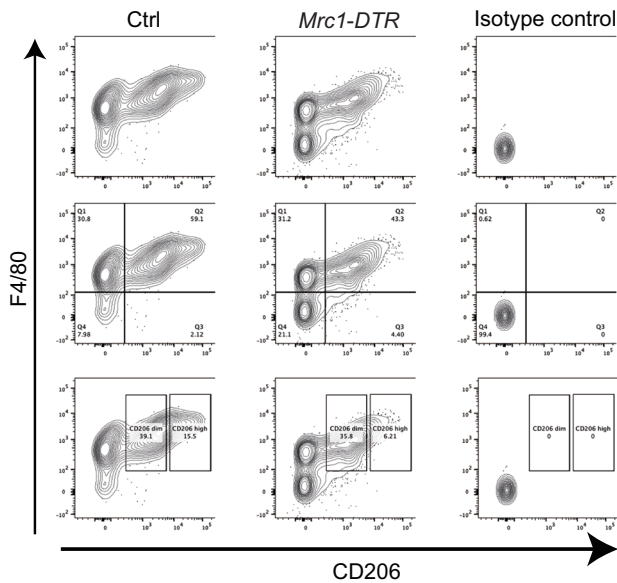

C

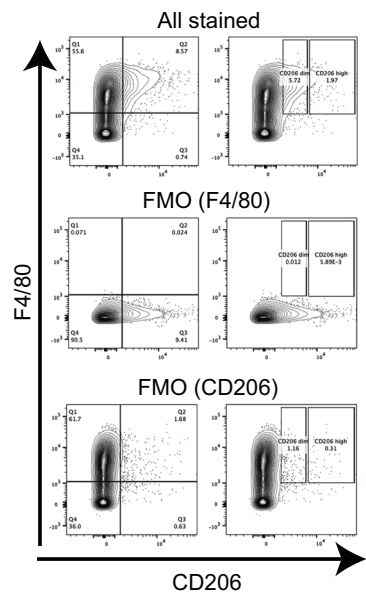

D

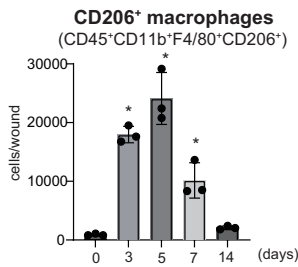

E

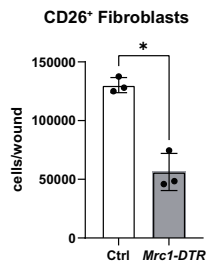

F

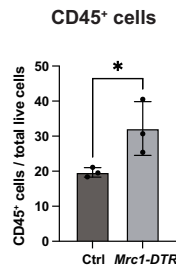

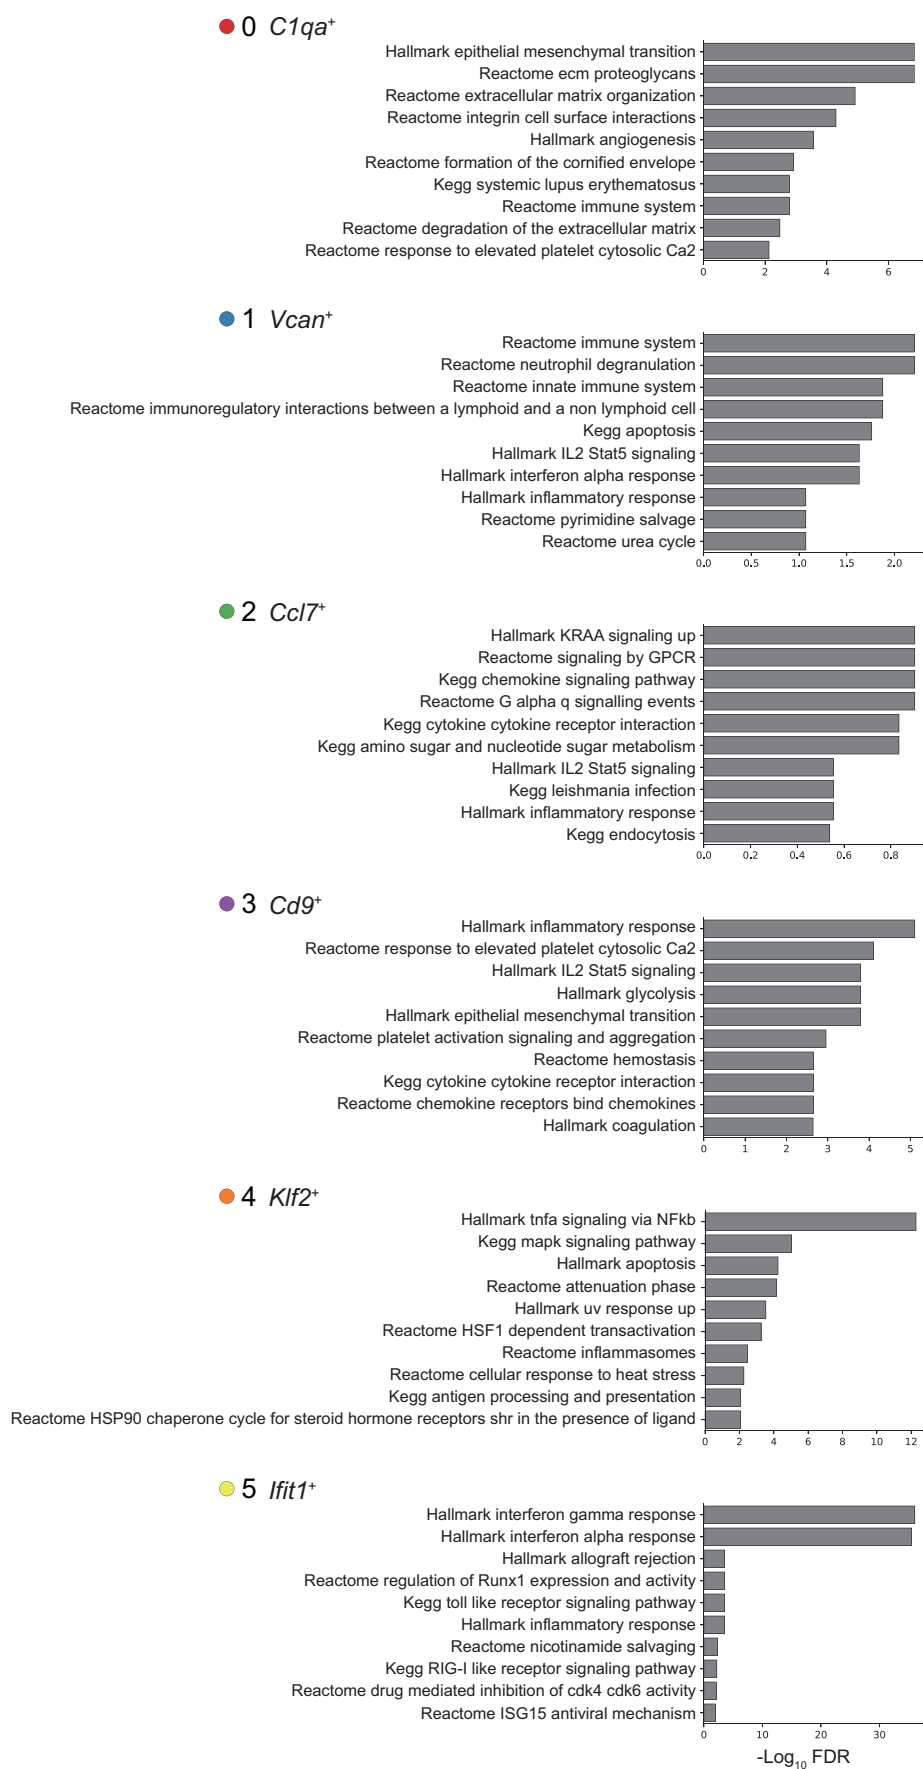

**◀ Figure EV2. Gene sets enriched in highly expressed genes in macrophage subpopulations.**

Over-representation analysis of the top 100 upregulated genes in each subpopulation, compared to the rest, with MSigDB hallmark, Reactome, and Kegg gene sets using decoupleR (Badia et al, [2022](#); Castanza et al, [2023](#); Subramanian et al, [2005](#)). The top 10 terms are shown. A list of genes used in the analysis is presented in Dataset EV2.

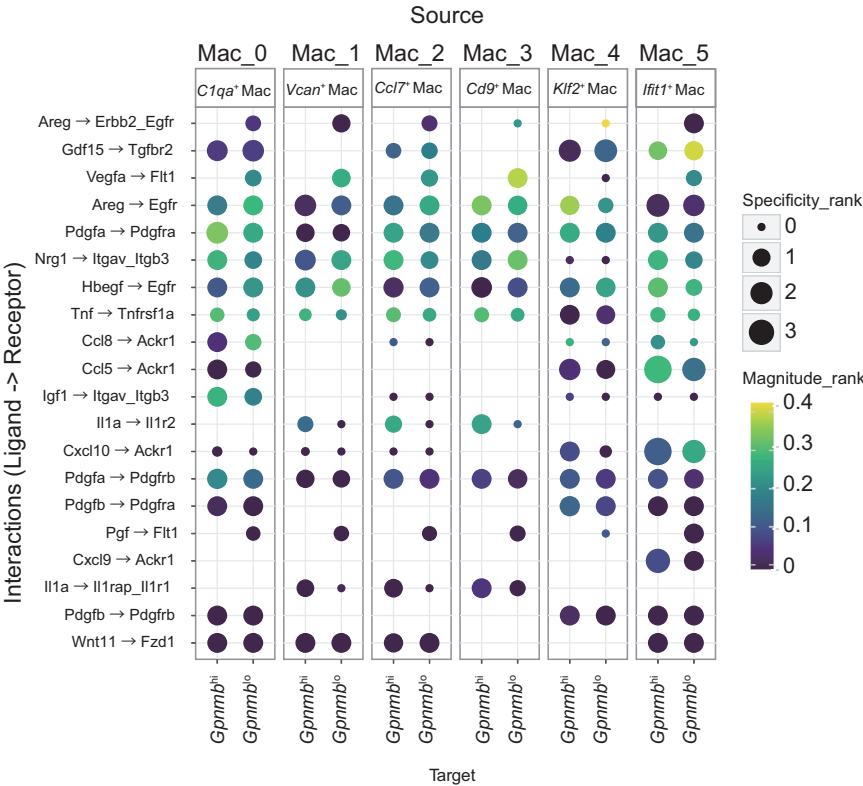

**Figure EV3. Dot plot of ligand-receptor-interactions between macrophage subpopulations and *Gpnmb*<sup>hi</sup>/*Gpnmb*<sup>lo</sup> fibroblasts.**

Top 20 ligand-receptor pairs of the aggregate consensus rank are shown. Macrophage subpopulations expressing ligands and fibroblast subpopulations expressing receptors are shown on the x axis. Ligand and cognate receptor combinations are shown on the y axis. Circle size denotes specificity rank, a measure of how specific an interaction is to a given pair of cell groups; color denotes magnitude rank showing the strength of ligand-receptor interaction.

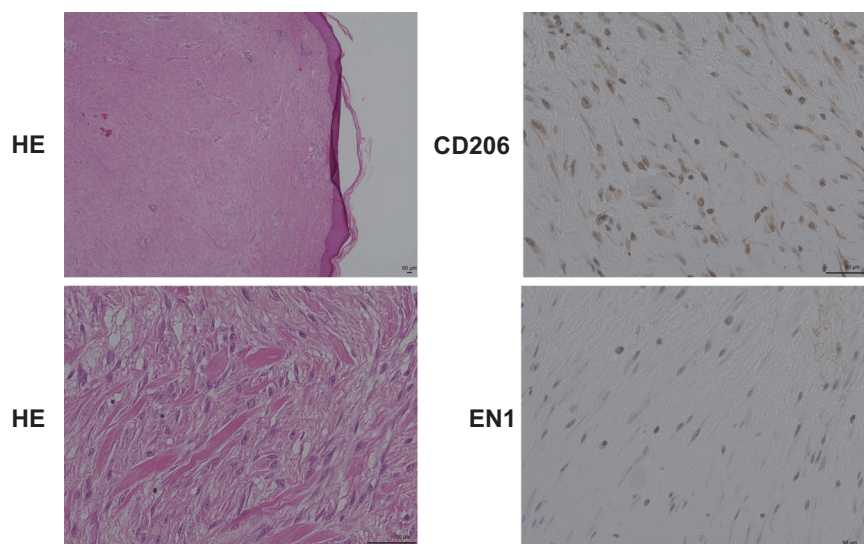

**Figure EV4. Presence of CD206<sup>+</sup> macrophages and EN1<sup>+</sup> fibroblasts in human keloid tissue.**

Representative histologic images of human keloid tissue stained with hematoxylin and eosin (HE) and immunostained for CD206 and EN1. Scale bars: 50 µm.

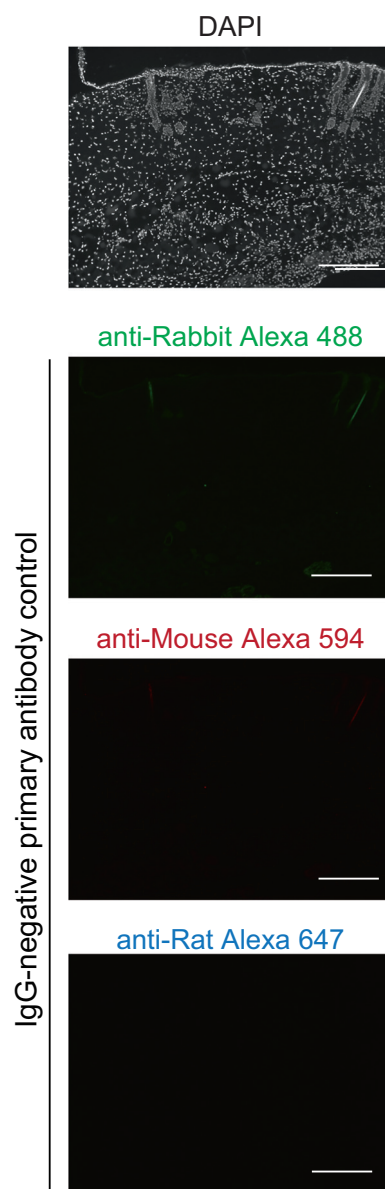

**Figure EV5. Negative control for immunofluorescence staining for Fig. 5C,G.**

Tissue sections were stained with secondary antibodies only to confirm the absence of non-specific fluorescence signals. Images show DAPI (white), Alexa Fluor 488 anti-Rabbit (green), Alexa Fluor 594 anti-Mouse (red), and Alexa Fluor 647 anti-Rat (blue). Scale bar: 200  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

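The data are 2 single-cell RNA libraries of day 5 mouse wounds, 1 from control and 1 from *Mrc1-DTR* mice, each from live cells of 3 pooled mice. The methods state 2 technical and no biological replicates, and whether a library joins the technical replicates could not be told. According to the methods, the authors ran Cell Ranger against the mm10 genome, and the deposited values are raw UMI counts per gene and cell, with each combination of barcode, gene and UMI counted once and without normalization or a further filter on cells. The methods give Cell Ranger 6.0.0 and the header of the counts gives 6.1.1. Other experiments of the paper were not analysed here. With 1 library per condition, differences between mice and between captures cannot be estimated, and the intervals give counting error alone, so that in macrophage-like cells the log2 ratio of *Arg1*, from 366 and 19512 UMIs, has an interval of 3.69 to 3.98, and that of the sum of 6 platelet genes, from 13 and 41 UMIs, one of -0.71 to 0.43.

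Choices of filter, clustering, lists, marker genes, summaries and most alternatives were written down before the data were examined. Cells with at least 500 genes and at most 6% mitochondrial UMIs were used. The upper limit of 2000 genes in the methods was to be applied if it left at least 80% of the stated number of cells, which it did not. Doublets were scored per library by Scrublet in scanpy 1.11.5 (anndata 0.12.19) with an expected rate of 8%. The threshold of Scrublet was kept if it called between 0.5% and 20% of cells, and otherwise the top 8% of scores were removed, as was done in the *Mrc1-DTR* library. Counts were log-normalized and clustered in R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0 and Matrix 1.6.5, with 2000 variable genes, 30 principal components and no integration, at a resolution of 0.2 for all cells, 0.5 for macrophage-like and 0.2 for fibroblast-like cells. Other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, drawn with matplotlib 3.10.9, and random draws used the seed 1.

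Clusters were named from 16 lists of markers for classes, 6 for macrophage subsets and 3 for fibroblast subsets, taken from the paper and completed from general knowledge. A marker counted as raised in a cluster at a level at least 2 times that of the median cluster, with 50 CPM added to both, and with a UMI in at least 10% of its cells. A cluster took the name of the list with the most markers among its 10 leading genes, ranked by fold over all other cells, and among equals of the list with the highest share of raised markers. It stayed unnamed with under 3 raised markers, with 3 or more leading genes from another list, or with few UMIs per cell and no marker among its leading genes. A subcluster whose leading genes and raised markers pointed to different subsets stayed unnamed. The markers were fixed first, but this scoring was written and revised after clusters had been seen. The comparison with the median cluster replaced one with all other cells because a macrophage cluster had stayed unnamed under the upper limit of 2000 genes, a stricter rule for mixed clusters was dropped, and the last rule above was added after the macrophage subclusters had been seen. Without it, cluster 3 of the macrophage-like cells would have been called *Klf2*-like, and its use as the cluster with the *C1qa* markers was decided after seeing it.

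The macrophage-like cells were clustered without the 967 genes of 5 lists of 200 genes in Dataset EV2 and of the subset markers, and the fibroblast-like cells without 23 genes. The 5 lists are those of all subsets but *Cd9*, for which only its 6 markers were left out. The methods name FindSubCluster for the macrophages, which was not used here. Levels are sums over the cells of a class in CPM, with 1 CPM added before log2 ratios. Shares of cells with a UMI were taken after thinning every cell to 2000 UMIs. A count of 0 was set to 3 counts for a lower bound of a fold.

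The gene lists reported here were inflammatory activation (20 genes), glycolysis and hypoxia (20), extracellular matrix (34), fibroblast RNA (10) and keratinocyte RNA (16). For the first 3, genes with at least 50 UMIs in the 2 groups compared were used, and the median log2 ratio was set against 10000 random lists of the same size drawn from 25 bins of mean expression. The last 2 were summed. Dataset EV2 lists all genes of the last 2 lists and 12 extracellular matrix genes for *C1qa*+ macrophages, 8 extracellular matrix genes are also in the fibroblast RNA list, and *P4ha1* is in both the glycolysis and the extracellular matrix list.

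Genes named in the text are those the paper names for its single-cell data, the subset markers, the 5 largest rises and 5 largest falls among genes with at least 200 UMIs in macrophage-like and in fibroblast-like cells, and *Xist*, *Ddx3y*, *Eif2s3y* and *Uty* as a check of sex. Other genes were named after their values had been seen, to describe clusters or tests.

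The comparison was tested on simulated data of the depth of the macrophage-like cells, with 200 changed genes among 10176. Each gene was drawn as an independent Poisson count, which is what the intervals assume. The simulation therefore checks the computation, and not the spread between cells or mice or genes that change together. The interval covered the true ratio for 95.6% of genes, lay off 0 with the right sign for 97% of the changed genes and lay off 0 for 4.43% of the unchanged genes. Of 200 lists of 20 genes shifted by 0.5, 100% lay above the 97.5th percentile of random lists, against 2% of unshifted lists.

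Alternatives were the upper limit of 2000 genes, no removal of doublets, a mitochondrial limit of 10%, a resolution of 0.8 for all cells, 1.0 for macrophage-like and 0.5 for fibroblast-like cells, clustering each library alone, clustering with all variable genes, a pseudocount of 0.1 CPM, rescaling to a median log2 ratio of 0, thinning, and at least 200 UMIs per gene in lists. Lists without subset markers, clustering of fibroblast-like cells without *Gm47283*, *Mid1* and *Slc15a2*, the share of kept cells that are macrophage-like with a UMI of *Mrc1*, and the alternatives of further results were added after seeing the data. The Hallmark and Gene Ontology sets and interaction scores were not used here. Classes of the lists that no cluster matched, and the 18 myocyte-like cells, were left out of comparisons.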

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

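The tests of free RNA for *Arg1*, *Ppbp* and *Cxcl3* were chosen only after the result was seen, and those of platelets and depth before. That the platelet test could not exclude platelets was judged after.

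The paper does not discuss 3 genes that are among the 5 largest rises in macrophage-like cells and lie above the level in the control library. The log2 ratio of *Mrc1-DTR* to control was 3.83 for *Arg1*, 3.14 (2.77 to 3.53) for *Ppbp* and 3.08 (2.98 to 3.17) for *Cxcl3*. All 3 are among the 10 leading genes of the *Cd9*-like cluster, which holds few control cells, and *Arg1* is 1 of the markers it was named from.

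With every cell thinned to 2000 UMIs the log2 ratios were 3.82 for *Arg1*, 3.50 for *Ppbp* and 3.26 (3.09 to 3.43) for *Cxcl3*, the lowest. The rises therefore do not rest on the deepest cells. Because levels are scaled to the total of each class, thinning could hardly change them, and it does not decide a difference in depth. Free RNA of another class is argued against for *Arg1* and *Ppbp*, since in the *Mrc1-DTR* library the highest other class reached 20.4% of the level in macrophage-like cells for *Arg1* (neutrophil-like) and 18.0% for *Ppbp* (Langerhans-like, from 4 UMIs). Platelets stay open for *Ppbp*. The sum of 6 platelet genes had a log2 ratio of -0.13 (-0.71 to 0.43) in macrophage-like cells, but from 13 and 41 UMIs, which is too few to exclude them. *Pf4*, another gene of platelets, is among the leading genes of the *Cd9*-like cluster. It is also among those of the macrophage-like cells as a whole, so it does not decide the question.

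For *Cxcl3* the same test came out the other way, as free RNA would need. The level in neutrophil-like cells was 210% of that in macrophage-like cells, at 1890.2 against 901 CPM, and pericyte-like cells had 1284 CPM. A further test, chosen after that outcome, asked whether cells that take up the same free RNA reach a similar level, and epithelial-like cells had 1.69% of the level in macrophage-like cells, at 15.2 CPM. The 2 tests point in different directions, and free RNA of neutrophil-like or pericyte-like cells stays open for part of the *Cxcl3* level in macrophage-like cells.

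A strain difference or another property of 1 library, such as its capture, also stays open for the 3 genes, as each condition has 1 library. For *Arg1*, a response of macrophages to the depletion is a candidate explanation that the level of 20.4% in the highest other class leaves possible and that was not tested. It would include a change in which macrophages are present, given where this gene is highest.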

How the results depend on the processing

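The alternatives for the *Ccl7*-, *Cd9*-, *Plac8*- and *Crabp1*-like shares, for the share of cells with *Mrc1*, for the glycolysis list, for lists in macrophage subsets and for named genes other than *Mrc1*, *C1qa*, *Pdgfa* and *Gpnmb* were chosen only after the result was seen. Shares are given as differences between the libraries in percentage points (*Mrc1-DTR* minus control) and levels as log2 ratios.

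Of 206 combinations of a result and an alternative, numbers of cells aside, 202 kept their direction, 120 of them within the interval of the result and 82 outside it, and 4 reversed. A share counts as within only if the share of each library, not their difference, lies in the interval of that library, so a difference can stay almost unchanged and count as outside, as that of macrophage-like cells with *Mrc1* did without removal of doublets (28.3 in both). Of the 125 on results outside the main comparisons, 77 stayed within it, 46 moved outside it and 2 reversed.

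The upper limit of 2000 genes per cell, which kept 4960 cells, reversed 2 of 41 results. The macrophage share of immune cells became -3.20, and *Il1b* in fibroblast-like cells -0.087. Other differences were 26.8 for the immune, -19.2 for the fibroblast, -7.62 for the epithelial and 10.6 for the neutrophil share, -30.4 for the *C1qa*-like, 30.6 for the *Vcan*-like and -55.6 for the *Gpnmb*-like share. The *Crabp1*-like difference was 0.128, against 8.24, and that of macrophage-like cells with *Mrc1* among all cells 5.56, against 28.3. Levels moved to -0.29 for *Mrc1*, -1.27 for *C1qa* and -2.12 for *Gpnmb*, and RNA of other cell types in macrophages to -2.0 for the fibroblast and -1.63 for the keratinocyte list. Of the 69 *Mrc1-DTR* fibroblast-like cells left, 56 lay in a cluster led by muscle genes, so the values for *Gpnmb*-like cells and *Gpnmb* rest on few fibroblasts. This limit removes cells with much RNA, which differ in number between classes. Beyond that, the cause was not tested.

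Without removal of doublets, 58 of 59 results kept their direction. The extracellular matrix list in *Gpnmb*-like cells of the *Mrc1-DTR* library changed sign, to 0.018, but was above the median of random lists with (80.1th percentile) and without it (94.0th). The differences were 51.0 for the immune, -29.9 for the fibroblast, 15.5 for the macrophage, 4.53 for the neutrophil, -23.7 for the *C1qa*-like, 23.9 for the *Vcan*-like and -31.1 for the *Gpnmb*-like share, and the *C1qa* level was -1.47. In fibroblast-like cells, 4 of the 5 largest rises fell below their intervals, *Il1b* to 1.74, *Clec4e* to 2.50, *Ly6c2* to 2.82 and *Ms4a4c* to 2.34. The cause was not tested.

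With at most 10% mitochondrial UMIs, the differences were 46.6 for the immune, -25.1 for the fibroblast, -22.8 for the epithelial, 13.0 for the macrophage and 3.01 for the neutrophil share. The macrophage share differed by 15.2 at resolution 0.8 and by 13.5 with each library clustered alone, where the *C1qa* level was -1.40. The cause was not tested.

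Clustered with all variable genes, the *C1qa*-like share differed by -71.8 and the *Vcan*-like share by 22.8, and the *Ccl7*-like share reversed, to 17.5. At resolution 1.0 the first 2 were -16.5 and 28.0, and the *Cd9*-like share differed by 15.4, against 25.9. Rescaling to a median log2 ratio of 0 gave -0.26 for *Mrc1*, -1.50 for *C1qa* and -0.91 for *Gpnmb*, and thinning gave -0.68 for *Gpnmb*. The cause was not tested.

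With the upper limit of 2000 genes or without removal of doublets, no cluster was *Ccl7*-like, so its share has no value there. Depth limits *Pdgfa* in Langerhans-like cells (12 UMIs per library) and the comparison of the *Cd9*-like cluster in the control library (10 cells).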

Differences from the paper's values

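The comparison of the *Ccl7*-like share, its alternatives and the rules by which clusters were named were chosen only after values had been seen, and the difference in names bears on every share below.

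The *C1qa*+ share of control macrophages is 84% in the paper, against 31.2% here for cluster 3, which shows the *C1qa* markers. Of the alternatives set before the data were examined, clustering with all variable genes gave 81.4%. The upper limit of 2000 genes (44.4%), no removal of doublets (34.4%) and resolution 1.0 (20.9%) did not close the gap. Unnamed cluster 1 held 37.5% of control and 12.6% of *Mrc1-DTR* macrophage-like cells. Dataset EV2 lists its leading genes *H2-Eb1*, *H2-Aa*, *H2-Ab1*, *Slamf7*, *Ndrg1* and *Mgl2* for *C1qa*+ macrophages, but no *C1qa* marker was raised in it. Cluster 5, at 8.30% and 13.3%, shares the first of these, the MHC class II genes. Whether cluster 1 belongs to the share of the paper was not tested.

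The *Ccl7*+ share of *Mrc1-DTR* macrophages is 29% in the paper, against 10.0% here. No alternative for it was set before the data were examined. Clustering with all variable genes, chosen for this share after seeing the values, gave 21.6%, within 1.5 times the value of the paper, and resolution 1.0 gave 3.96%.

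The paper gives 12058 cells after quality control for *Mrc1-DTR* wounds, against 6613 here. Of the alternatives set before the data were examined, at most 10% mitochondrial UMIs (8204 cells) came within 1.5 times the value of the paper, and the upper limit of 2000 genes (2480) and no removal of doublets (7188) did not. Before any filter, the *Mrc1-DTR* library holds 11031 cells and the control library 12058, the 2 numbers that the paper gives after quality control, with the conditions exchanged. The labels were followed. As labelled, immune shares were 33.6% in the control and 83.8% in the *Mrc1-DTR* library, against 30% and 78% in the paper. *Gpnmb*-like shares were 58.1% and 24.3%, against 60% and 25%. Labels exchanged after the paper's analysis would reverse these shares, which argues against such an exchange. The paper's shares come from the same libraries, so an exchange made before its analysis cannot be seen this way. The *Ccl7*-like share went the other way, at 20.4% and 10.0%, except when clustered with all variable genes. Why the cell numbers are reversed was not tested.

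The paper states that *Ccl7*+ macrophages are rare in control wounds and increase in *Mrc1-DTR* wounds. Here the *Ccl7*-like cluster fell from 20.4% to 10.0%, and with all variable genes it rose from 4.09% to 21.6%. The cluster that fell had 3 of 6 markers raised, *Ccl2* not among them. Its control cells had a median of 1861 UMIs, against 4672.5 for those named *Ccl7*-like with all variable genes. Its level of the fibroblast RNA list, 1688 CPM, was the highest of the control macrophage clusters. Whether it is the population of the paper was not tested.

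The paper states that *Vcan*+ macrophages express gene sets related to inflammation. Its gene sets were not used here, and it compared each subpopulation with the rest of the macrophages of control and *Mrc1-DTR* wounds combined. The results may differ because the genes or the cells compared differ. Here, within the *Mrc1-DTR* library alone, 8 inflammatory genes were higher and 12 lower in *Vcan*-like than in other macrophage-like cells. The median log2 ratio was -0.09, at the 12.0th percentile of random lists, while the median of all genes was -0.10. Those other cells include the *Cd9*-like cluster, which lay at the 99.7th percentile for this list.

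The paper states that extracellular matrix genes are enriched in *Gpnmb* hi fibroblasts. It used Gene Ontology sets and not the list used here, so the results may differ because the genes differ. Here 14 of 34 genes were higher in the control and 15 of 34 in the *Mrc1-DTR* library, with medians of -0.33 and -0.05. Medians of random lists were -0.18 and -0.14, so that only the control value lay below them, at the 7.64th percentile, and the *Mrc1-DTR* value lay above, at the 80.1th. Without removal of doublets, an alternative set before the data were examined, the medians became -0.16, at the 48.1th percentile, and 0.02, at the 94.0th.

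With an upper limit of 2000 genes per cell, as stated in the methods, the macrophage share of immune cells was lower in the *Mrc1-DTR* library (80.5% against 83.7%), whereas the paper states an increase. Without that limit it was higher.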

Other observations

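The tests of *Gm47283*, *Mid1* and *Slc15a2*, and the test of macrophage RNA in other classes, were chosen only after the result was seen, and those of collagen and keratin RNA and of subcluster 4 before.

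Collagen and keratin genes are among the genes that Dataset EV2 lists for *C1qa*+ macrophages. Free RNA of fibroblasts and keratinocytes would raise them in other classes of the control library too, and the fibroblast and keratinocyte lists were lower in neutrophil-like and NK- or T-like cells of the *Mrc1-DTR* library by log2 ratios of which the one nearest 0 was -1.62. All 10 and all 16 genes were lower in macrophage-like, neutrophil-like and NK- or T-like cells. The result is consistent with free RNA that follows the larger share of fibroblasts and keratinocytes in the control library. The genes were picked by the study from these libraries, and whether *C1qa*+ macrophages make some of this RNA themselves was not tested.

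*Gm47283* (chromosome Y of GRCm38, 90784738 to 90816464) and *Mid1* (chromosome X, 169685199 to 170005736) were lower in most classes of the *Mrc1-DTR* library. Free RNA of 1 class is argued against for *Gm47283*. The lowest class of the control library, neutrophil-like cells, had 31.5% of the *Gm47283* level of the highest, with a lower bound of 14.5%. The fibroblast and keratinocyte lists reached at most 4.56% of the level of their own cells in immune classes, to which neutrophil-like cells belong. Pericyte-like and endothelial-like cells, where the fibroblast list reached 27182.6 and 8098.7 CPM against 98823.9 CPM in fibroblast-like cells, were left out of that limit, as some of it may be their own RNA. The lowest *Mid1* level of the control library was in pericyte-like cells, at 21.2 CPM against 152.6 CPM in macrophage-like cells, the highest. As pericyte-like cells were left out of the limit, this test does not decide free RNA for *Mid1*. Reads moved between the 2 genes are argued against, as their sum fell by 5.92 (5.70 to 6.14) on the log2 scale in macrophage-like cells. With every cell thinned to 2000 UMIs the log2 ratios in macrophage-like cells were -5.47 (-5.96 to -4.96) for *Gm47283*, the one nearer 0, and -5.75 for *Mid1*. The falls therefore do not rest on the deepest cells, but scaled levels could hardly change by thinning, so depth is not decided. *Gm47283* was lower in 10 of 10 classes, which a strain difference between the mice would give. *Mid1* was lower in 8 of 10. Its log2 ratios in pericyte-like cells, -0.03 (-0.83 to 0.82), and mast-like cells, -0.27 (-2.15 to 1.48), were within counting error. With 1 library per condition strain and treatment cannot be told apart.

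*Slc15a2* was higher in 7 of 10 classes of the *Mrc1-DTR* library. Free RNA of 1 class is argued against, as the median of the other classes was 26.4% of the highest, against 0.277% for the fibroblast and 0.354% for the keratinocyte list by the same measure. The control library had 19 UMIs over all classes and the *Mrc1-DTR* library 593, and here too strain and treatment cannot be told apart. Dataset EV2 lists these 3 genes for *C1qa*+ or *Vcan*+ macrophages. At resolution 1.0, *Gm47283* and *Mid1* were among the 10 leading genes of a cluster with 30.3% of control and 9.70% of *Mrc1-DTR* macrophage-like cells. Without the 3 genes, an alternative added after seeing the data, the *Gpnmb*-like share was 57.9% in the control and 23.9% in the *Mrc1-DTR* library.

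In fibroblast-like cells the largest rises were in *Chil3* (4.26), *Il1b* (3.71), *Clec4e* (3.29), *Ly6c2* (3.28) and *Ms4a4c* (3.17), genes of myeloid cells, and the largest falls in *Gm47283* (-4.57), *Mup20* (-3.52), *Krt15* (-3.32), *Clca3a2* (-2.67) and *Krt1* (-2.61). *Krt15* had 388 and 2 UMIs. Doublet removal took 4.59% of control and 8.00% of *Mrc1-DTR* cells. Without it 4 of the 5 rises fell below their intervals, at 1.74 for *Il1b*, 2.50 for *Clec4e*, 2.82 for *Ly6c2* and 2.34 for *Ms4a4c*. *Chil3*, at 4.24, stayed within its interval. Free RNA of macrophages would raise 10 macrophage markers in other classes, and their sum rose by 1.02 on the log2 scale in epithelial-like, 0.39 in endothelial-like and 0.11 (-0.03 to 0.25) in pericyte-like cells, so that the classes do not decide it. Without subcluster 4, which is led by immune genes, the sum in fibroblast-like cells was lower in the *Mrc1-DTR* library, at -0.24 (-0.27 to -0.21). With that subcluster it was 0.02 (-0.00 to 0.05), so there was no rise to remove and this test decides nothing. Free RNA and joined macrophages cannot be told apart here.

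As a check of sex, *Xist* had 1 UMI in control and 3 UMIs in *Mrc1-DTR* macrophage-like cells, while *Ddx3y* had 126 CPM in both and *Uty* 15.3 and 16.5 CPM. *Eif2s3y* was lower in the *Mrc1-DTR* library, with log2 ratios of -0.36 in macrophage-like and -0.83 in fibroblast-like cells. No explanation of this was tested.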
